# Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach

**DOI:** 10.1371/journal.pone.0036193

**Published:** 2012-04-27

**Authors:** Amanda M. Lanza, John J. Blazeck, Nathan C. Crook, Hal S. Alper

## Abstract

Establishing causative links between protein functional domains and global gene regulation is critical for advancements in genetics, biotechnology, disease treatment, and systems biology. This task is challenging for multifunctional proteins when relying on traditional approaches such as gene deletions since they remove all domains simultaneously. Here, we describe a novel approach to extract quantitative, causative links by modulating the expression of a dominant mutant allele to create a function-specific competitive inhibition. Using the yeast histone acetyltransferase Gcn5p as a case study, we demonstrate the utility of this approach and (1) find evidence that Gcn5p is more involved in cell-wide gene repression, instead of the accepted gene activation associated with HATs, (2) identify previously unknown gene targets and interactions for Gcn5p-based acetylation, (3) quantify the strength of some Gcn5p-DNA associations, (4) demonstrate that this approach can be used to correctly identify canonical chromatin modifications, (5) establish the role of acetyltransferase activity on synthetic lethal interactions, and (6) identify new functional classes of genes regulated by Gcn5p acetyltransferase activity—all six of these major conclusions were unattainable by using standard gene knockout studies alone. We recommend that a graded dominant mutant approach be utilized in conjunction with a traditional knockout to study multifunctional proteins and generate higher-resolution data that more accurately probes protein domain function and influence.

## Introduction

Establishing high-resolution, causative mapping of specific protein function and cell response is a critical facet underlying success in genetics, systems biology, drug discovery, and molecular biotechnology [1]. This task is challenging for multifunctional proteins that contain diverse functionalities including protein and DNA interactions and catalytic activity. These proteins play critical roles in epigenetic modification, signaling cascades, and transcriptional regulation. When relying upon commonly invoked approaches (such as gene deletions), it is difficult to directly link one particular function of these proteins (such as catalytic activity or a specific protein-protein interaction) to downstream gene regulation. The reason for this difficulty is that coarse modifications like knockouts remove the entire protein and thus all of its functions, thereby creating an environment for non-natural associations or activity compensations that confound data analysis. In this regard, gene knockout studies probe cellular response and compensation, not necessarily precise protein function. While alternative strategies to gene deletion have been used [2], [3], [4], [5], [6], [7], all of these methods result in pleiotropic effects that do not specifically isolate the multiple functionalities inherent in proteins. Here, we demonstrate the capacity of a unique, graded dominant mutant approach to enable the systems biology study of a yeast histone acetyltransferase.

The yeast histone acetyltransferase (HAT), Gcn5p, is a multifunctional protein with catalytic and binding domains (including Ada2 interaction and a bromodomain). A causative study of acetyltransferase activity thus requires a removal or reduction of catalytic function while maintaining native protein interactions. HAT proteins are important targets of genetic studies since they are critical for establishing acetylation of histones, which have long been recognized as a mark of euchromatin and an important activating genomic modification [8], [9]. The yeast gene, *GCN5*, encodes a histone acetyltransferase that serves as a well-studied prototype [10], [11], [12] for transcription-associated HAT activity. Gcn5p has a known crystal structure [13] and direct homologues in higher eukaryotic systems. Only a small number of Gcn5p putative gene targets have been identified even though it is presumed that this HAT globally controls gene expression [14]. Moreover, as this HAT is nonessential like many epigenetic factors, inherent protein redundancy implies that other HAT proteins may compensate for Gcn5p in its absence and thus confound data relying on knockout studies alone.

Some attempts have been made to specifically inhibit catalytic activity of similar epigenetic proteins through inhibitors including nucleotide analogues [15], [16] and other small molecules [17], [18], [19], [20]. However, inhibitors are difficult to design *de novo*, lack single target specificity, are limited in their concentration ranges, and often have a lower than anticipated response rate [17]. Classically, dominant mutations have been widely used to probe gene function, [21] improve tolerances and drug resistances, [22], [23], [24] characterize disease states, [25], [26], [27], [28] and map protein functional domains [29]. In this regard, small point mutations can abolish a particular function in isolation without disrupting other protein activities. Here, we exploit the inhibitory nature of dominant mutations and demonstrate that varying the expression level of a non-catalytic dominant mutant in the presence of the native, wild-type allele can specifically isolate and titer the catalytic activity of the wild type protein.

Despite the common use of dominant mutants, no prior study has paired these alleles with a promoter library to specifically and quantitatively grade an isolated protein function and collect systems level information. Here we demonstrate the power of a graded dominant mutant approach to isolate and causatively study the histone acetyltransferase catalytic activity of Gcn5p protein in the yeast *Saccharomyces cerevisiae* and in doing so, uncover previously unknown gene targets and functions of Gcn5p.

## Results

### gcn5-F221A competitively inhibits the catalytic function of Gcn5p in a dose-responsive manner

We first sought to study the influence of Gcn5p-based acetylation using a dominant mutant allele, *gcn5-F221A*, based on prior evidence of absent *in vitro* acetylation activity [30]. We observed that this allele failed to complement a BY4741 *gcn5* null strain *in vivo* (**Figure S1**) and determined it to possess no changes to Gibbs Free energy using Protein Interfaces, Surfaces and Assemblies [31], indicating a conservation of protein structure. Alongside these tests, a second catalytically inactive, dominant mutant (*gcn5-E173A*) was likewise constructed and tested (**Discussion S1**). This second mutant also competitively inhibited native Gcn5p acetyltransferase activity.

In order to create quantitative, graded expression of these dominant alleles, expression (and thus level of competitive inhibition) was modulated through the use of a promoter library. Expression of the mutant allele was established by cloning *gcn5-F221A* into centromeric yeast expression vectors under the control of a collection of mutant TEF-based promoters with previously established expression capacities [32], [33]. This library resulted in a ratio of mutant to wild-type expression ranging from 2.5 fold with the weakest promoter to 8–10 fold with the strongest promoter (**Fig. S2)**. Three genetic tests were used to establish and validate the gradation and competition of catalytic activity by this mutant.

The first test involved the *HIS3* locus, a known acetylation target for Gcn5p [34]. Gene activation of *HIS3* by Gcn5p-based acetylation enables higher tolerance to a histidine analogue, 3-aminotriazole (3-AT). In a *gcn5Δ* strain, *HIS3* expression is decreased, leading to amino acid starvation in the presence of 3-AT and decreased cell growth. Each expression cassette controlling *gcn5-F221A* was transformed into *S. cerevisiae* S288C and growth rate was evaluated in the presence of 3-AT (**Fig. 1a**). Strains with low expression of the mutant allele most-closely resembled the wild-type strain, whereas at higher expression levels, strains resembled that of the *gcn5* null strain. Transcription of *HIS3* was found to decrease in a manner that followed a competitive inhibition curve (**Fig. 1b**). This data provides strong evidence that the *gcn5-F221A* allele competes for Gcn5p acetylation sites in the *HIS3* promoter region and effectively decreases *HIS3* transcription. While the growth rate trend (**Fig. 1a**) shows a clear correlation between mutant expression and growth rate, the trend is linear rather than an inhibition curve. We believe this arises from the more indirect measurement of growth rate, which is impacted by many cellular and environmental factors, and therefore integrates multiple signals, not just *HIS3* expression levels. By comparison, the measurement of *HIS3* mRNA levels (**Fig. 1b**) is a more direct measurement and thus presents the more expected competitive inhibition curve.

**Figure 1:**
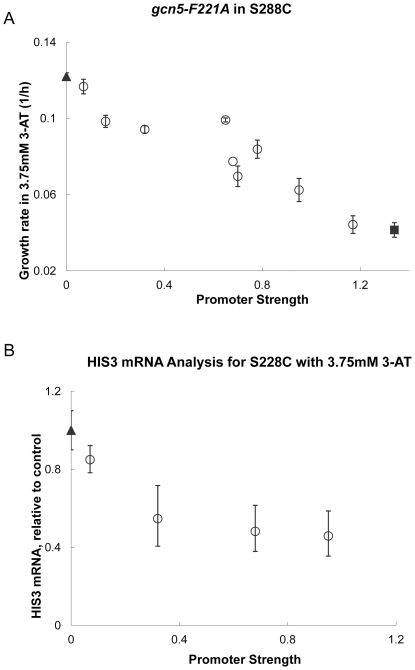
gcn5-F221A can impart a graded phenotype as detected by histidine starvation assays. The *gcn5-F221A* mutant was expressed in S288C with varying promoter strengths, and starvation response measured via growth rate in minimal media supplemented with 3.75 mM 3-aminotriazole. **a.** Growth rates of strains harboring *gcn5-F211A* (○) were compared to wild-type (▴) and *gcn5Δ* strains (▪). Error bars represent the standard deviation of biological triplicates. Increasing the expression level of *gcn5-F221A* (through progressively stronger promoters) results in a decrease in growth rate approaching the value of the knockout strain. **b.** *HIS3* mRNA levels were measured for select promoter strengths (.07, .32, .68 and .95) using RT-PCR. As *gcn5-F221A* promoter strength increases, *HIS3* expression decreases following a competitive inhibition pattern. These results demonstrate that *gcn5-F221A* can exhibit a graded, competitive phenotype at *HIS3* as measured by starvation response.

A second test involved inhibiting the well-characterized Gcn5p-based regulation of the Pho5 promoter [35], [36], [37]. This test was conducted in two *pho80* knockout strains of yeast, a haploid (BY4741) and diploid (BY4743), as this mutation results in a constitutively active Pho5 promoter [36]. Both hosts contained an episomal synthetic gene circuit with the Pho5 promoter regulating expression of the fluorescent protein yECitrine. The activation of the Pho5 promoter was assayed in yeast strains harboring the collection of plasmids with graded *gcn5-F221A* expression (**Fig. 2a, b**). The fluorescent signal decreases with the expression level of *gcn5-F221A*, consistent with the hypothesis that this mutant allele directly competes with the native Gcn5p protein. We found that mean fluorescence followed a competitive inhibition model, where increased expression of the dominant mutant decreased the mean fluorescence.

**Figure 2:**
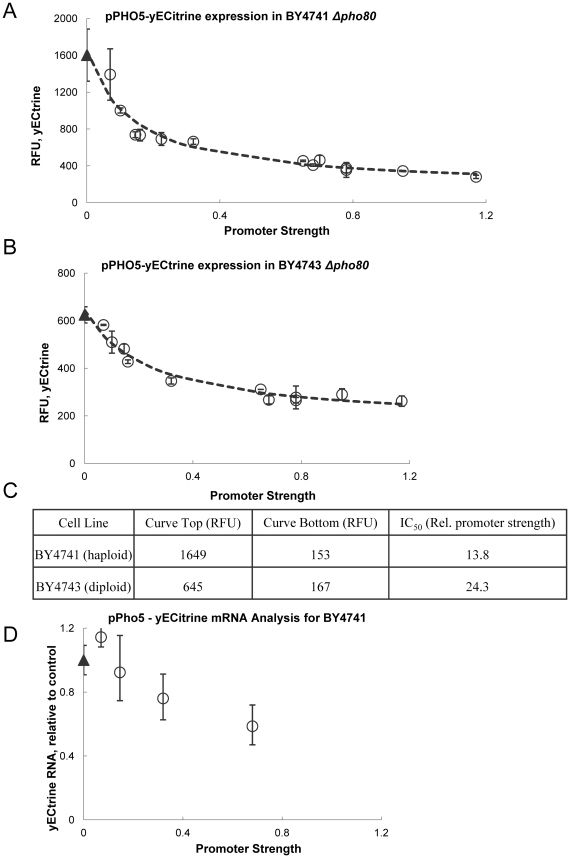
Evaluating competitive inhibition by gcn5-F221A using a synthetic pPHO5-yECitrine construct. The *gcn5-F221A* mutant was expressed with varying promoter strengths in **a.** the haploid BY4741 *pho80Δ* and **b.** the diploid BY4743 *pho80Δ*, and co-expressed with a second plasmid, containing the yECitrine gene driven by pPho5. Average fluorescence in mid-exponential phase are reported and error bars represent standard deviations of biological triplicates. Increasing expression of *gcn5-F221A* resulted in decreased mean fluorescence. The data was fit to a Hill-slope competitive inhibition model (dashed line) and IC_50_ values were extracted (**c**), indicating the relative promoter strength of *gcn5-F221A* resulting in half-maximal inhibition. Diploid yeast required nearly twice as strong promoter strength. **d.** yEcitrine mRNA levels were measured using RT-PCR for select promoter strengths (.07, .16, .32, and .70). The *gcn5-F221A* mutant serves as a competitive inhibitor to wild-type *GCN5* acetyltransferase activity.

We were able to fit our data to the Hill-slope competitive inhibition model:
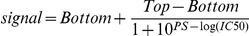
where *Top* is the signal strength in the absence of competition, *Bottom* is the signal strength of a competitively saturated system and *IC_50_*, or 50% effective concentration, occurs when the signal strength is reduced to the value halfway between the upper and lower bounds. The *signal* is a measure of average fluorescence in RFU and *PS* is the relative promoter strength of the dominant mutant. A best-fit was determined using a sum of least squares regression with the experimentally determined values. These models demonstrate that increased promoter strength is required to inhibit the two chromosomal copies of *GCN5* in a diploid strain (curve shown in **Fig. 2a and b**). Results of the IC_50_ values are found in **Fig. 2c**. Finally, yECitrine mRNA levels decreased as a function of *gcn5-F221A* expression (**Fig. 2d**). This test demonstrates the ability of a dominant mutant allele approach to make a direct measurement relating the grading of acetyltransferase activity to downstream gene expression (in this case, Gcn5p acetyltransferase activity and Pho5 promoter activity).

### gcn5-F221A competitively inhibits global histone acetylation at H3K18

In a third test, we sought to demonstrate that the graded dominant mutant, *gcn5-F221A*, was directly impacting histone acetylation. In *S. cerevisiae*, lysine 18 of histone 3 is primarily acetylated by Gcn5p, with very little acetylation occurring in a *gcn5Δ* strain [38]. An immunofluorescence assay for acetylated H3K18 residues was conducted using mid-exponential phase, fixed yeast cells. Three promoter strengths (0.32, 0.68, and 0.95 relative to wild-type TEF) were used to drive the expression of *gcn5-F221A* and these strains were compared to wild-type and *gcn5Δ* strains. Additionally, two further controls (over-expression of wild type *GCN5* and graded expression of a catalytically active mutant allele, *gcn5-M193A*) were used to demonstrate the specific acetylation inhibition only afforded by *gcn5-F221A*. Neither the wild-type *GCN5* nor the catalytically active mutant *gcn5-M193A* showed a change in global H3K18ac. By comparison, expression of the inactive, dominant mutants, *gcn5-F221A*, resulted in a dose-dependent decrease of H3K18 acetylation. These results, illustrated in **Fig. 3a** and quantified in **Fig. 3b**, demonstrate that *gcn5-F221A* competes directly with native Gcn5p, resulting in reduced histone acetylation. The second catalytically inactive, dominant mutant (*gcn5-E173A*) showed a similar direct impact on global H3K18ac (**Discussion S1**).

**Figure 3:**
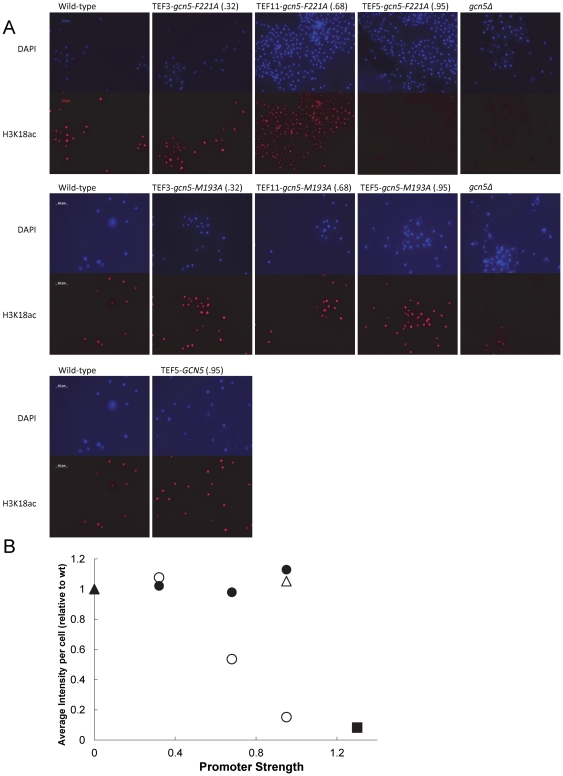
Global acetylation at H3K18 is attenuated by expression of mutant gcn5-F221A. Using immunofluorescence, H3K18 acetylation was assayed globally for strains harboring the *gcn5-F221A* mutant (○) expressed with varying promoter strengths (.32, .68, and .95). For comparison, *gcn5-M193A* mutant (•) (fully functional) with the same promoter strengths, along with wild-type (▴), *gcn5Δ* (▪) and wild-type with *GCN5* (Δ) over-expressed, were also examined. The primary antibody targets H3K18ac and the secondary antibody is an IgG tagged with DyLight 649. Cells were stained with DAPI to visualize nuclear material. **a.** Cells were imaged with both DAPI and Cy5 filters. The *gcn5-F221A* mutant results in global attenuation of H3K18ac and approaches *gcn5Δ* strain at high strength promoters. By comparison, the *gcn5-M193A* mutant and wild-type with *GCN5* result in no change to acetylation levels. **b.** Average cell intensity was quantified using Metamorph software and normalized relative to the wild-type.

### Combining expression profiling with a graded dominant mutant approach reveals novel Gcn5p targets and function

Next, we sought to evaluate the global influence of Gcn5p acetyltransferase activity on yeast gene expression. 

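Whole cell RNA from S288C cells (MATα) was hybridized to 15 Affymetrix Yeast 2.0 arrays, with 3 arrays from biological triplicates for each of 5 strains. The strains were wild-type with the control plasmid, wild-type carrying gcn5-F221A at promoter strengths 0.32, 0.68 and 0.95, and the gcn5 null strain with the control plasmid. Cultures grew in minimal medium with G418 at 200 µg/mL from an optical density of 0.0045 and were harvested between 0.4 and 0.5. The authors summarized each probe set by RMA, which gives log2 signals after quantile normalization, and the deposited table holds all probe sets of the array with no filter. Of these, 5498 carry the name of an S. cerevisiae gene, 1747 carry the name of an S. pombe gene and 3683 carry none. For each of 5449 S. cerevisiae genes the probe set with the highest mean signal was kept. One limma model with a mean per strain was fitted to the 15 arrays, p-values were adjusted by Benjamini and Hochberg over the 5449 genes, and a gene was called at an adjusted p under 0.05. A graded gene is one whose linear slope over promoter strengths 0, 0.32, 0.68 and 0.95 passed that test. Array medians lay between 6.00 and 6.07 in all strains, and the number of arrays limits the precision: the median half-width of the 95% interval was 0.27 for the difference between 2 strains. Correlations between replicate arrays were 0.994 to 0.998 in wild-type, 0.996 to 0.998 in gcn5 null, 0.988 to 0.997 at strength 0.95, and as low as 0.981 at 0.32 and 0.977 at 0.68.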

By using our approach, genes whose expression changes as a function of *gcn5-F221A* level are changing as a result of decreased acetyltransferase activity. Using microarrays, we identified and classified differentially expressed genes between *S. cerevisiae* (S288C) wild-type, the *gcn5* null strain, and mutant *gcn5-F221A* expressed at three different promoter strengths (0.32, 0.68 and 0.95) (**Table S1**). 

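GCN5 itself, which encodes the acetyltransferase of the SAGA complex (YGR252W, chromosome VII from 996869 to 998188 of assembly R64), had a log2 signal of 8.92 ± 0.06 (SD, n = 3) in wild-type and 5.78 ± 0.05 (SD, n = 3) in the null strain. The signal rose with the promoter to 11.50 ± 0.07 at 0.32, 11.90 ± 0.16 at 0.68 and 13.13 ± 0.06 at 0.95 (SD, n = 3 each). The probe set reads the native gene and the gcn5-F221A copy together. Against wild-type, 87 of 5449 genes changed at strength 0.32 (78 rose and 9 fell), 675 at 0.68 (291 rose and 384 fell) and 680 at 0.95 (395 rose and 285 fell). Among the genes with the largest changes at 0.95 were YBL100W-A, a Ty2 open reading frame, with a log2 difference of 2.37 (standard error 0.21, adjusted p = 2.57e-05), AMS1, the vacuolar alpha-mannosidase, at 1.79 (standard error 0.26, adjusted p = 9.83e-04), and HXT5, a hexose transporter, at 1.80 (standard error 0.29, adjusted p = 0.00164). PHO84, the high-affinity phosphate transporter, fell by 2.36 on the log2 scale (standard error 0.15, adjusted p = 1.72e-06), and GSY1, a glycogen synthase, fell by 1.84 (standard error 0.19, adjusted p = 1.32e-04). The adjusted p-values are from limma. Leaving out wild-type replicates 1, 2 or 3 gave 72, 237 and 334 genes at 0.68 and 380, 385 and 447 at 0.95, leaving out replicates 1, 2 or 3 of the strain itself gave 1451, 410 and 86 at 0.68 and 438, 379 and 397 at 0.95, and leaving out null replicate 2 gave 446 at 0.68. With only the arrays of the 2 strains compared in the fit, 6 genes passed at 0.32 and 4 at 0.68, where the replicates were farthest apart; the count at 0.32 was 38 and 43 without wild-type replicates 1 and 3, 43 without 0.32 replicate 1 and 148 without 0.68 replicate 1.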

A total of 282 genes were found to be differentially expressed (p-value<0.05, abs(log_2_)>1) between the wild-type and knockout strain. This dataset overlaps a similar previously reported gene expression study for *gcn5Δ* with 98% coverage [39]. 

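In the null strain, mating genes were among those that fell most. SAG1, the alpha-agglutinin, went from 12.49 ± 0.09 (SD, n = 3) in wild-type to 9.54 ± 0.10 (SD, n = 3), and MF(ALPHA)2, an alpha-factor gene, from 12.71 ± 0.08 to 7.81 ± 0.13 (SD, n = 3 each). Of 151 measured ribosome biogenesis genes, 119 fell, 1 rose and 31 did not pass the test (122 lower and 1 higher when adjusted over the list alone). The call by camera with its preset correlation (adjusted p = 5.98e-19) was lost with an estimated correlation (adjusted p = 0.41). Examples are DBP2, an RNA helicase, at a log2 difference of -1.74 (adjusted p = 1.28e-05) and UTP20, of the small subunit processome, at -0.99 (adjusted p = 2.36e-04). Of 128 cytoplasmic ribosomal protein genes, 4 fell and 124 did not pass the test (0 when adjusted over the list alone). Among the genes that rose were HBN1, a putative oxidoreductase, at 2.94 (adjusted p = 3.87e-07), TIR3, a cell wall mannoprotein, at 2.75 (adjusted p = 1.85e-07), and BAP2, an amino acid permease, at 2.48 (adjusted p = 4.01e-06). Glycolysis and fermentation genes rose in 11 of 15 cases and fell in 0 (13 and 0 when adjusted over the list alone; camera adjusted p = 1.69e-05, lost with an estimated correlation at adjusted p = 0.237), among them ENO1, an enolase, at 0.88 (adjusted p = 3.14e-04) and HXK2, a hexokinase, at 0.94 (adjusted p = 1.85e-05). The 5' minus 3' signal of control genes was -0.22 ± 0.18 in wild-type and 0.32 ± 0.22 in the null strain (SD, n = 3 each). In total 2232 of 5449 genes differed by limma at an adjusted p under 0.05, 1003 higher and 1229 lower. With an absolute log2 difference over 1 as well, 267 genes remained, 126 higher and 141 lower.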

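PHO84, CTT1 and MAL31 were among the genes with the steepest slopes over gcn5-F221A. PHO84, the phosphate transporter, had log2 signals of 10.38 ± 0.17 in wild-type, 8.35 ± 0.13 at strength 0.32, 7.84 ± 0.10 at 0.68 and 8.02 ± 0.10 at 0.95 (SD, n = 3 each; adjusted p of the slope 1.13e-06). CTT1, the cytosolic catalase, rose from 8.54 ± 0.40 to 10.73 ± 0.16 between wild-type and 0.95 (SD, n = 3 each; adjusted p of the slope 0.0165), and MAL31, a maltose permease, fell from 8.42 ± 0.11 to 6.96 ± 0.21 (SD, n = 3 each; adjusted p of the slope 5.68e-05). Stress genes controlled by Msn2 and Msn4 rose in 38 of 60 cases, fell in 3 and did not pass the test in 19 (51 higher and 3 lower when adjusted over the list alone; camera adjusted p = 2.58e-16, lost with an estimated correlation at adjusted p = 0.459). The 5' minus 3' signal of control genes was -0.22 ± 0.18 in wild-type, -0.35 ± 0.43 at 0.32, 0.20 ± 0.46 at 0.68 and 0.12 ± 0.29 at 0.95 (SD, n = 3 each). The mean signal of the stress list differed between arrays of one strain, with an SD of 0.57 at 0.32 and 0.52 at 0.68 against 0.13 in wild-type and 0.11 at 0.95. By limma's test of the slope, 853 genes were graded, 457 higher and 396 lower, and in 331 of them the 4 strain means also changed strictly in one direction (187 higher and 144 lower). Leaving out single arrays gave 425 graded genes without wild-type replicate 1, 462 without wild-type replicate 2, 491 and 516 without 0.95 replicates 2 and 3, and 1290 without gcn5-F221A 0.68 replicate 1.

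**Figure D1:**
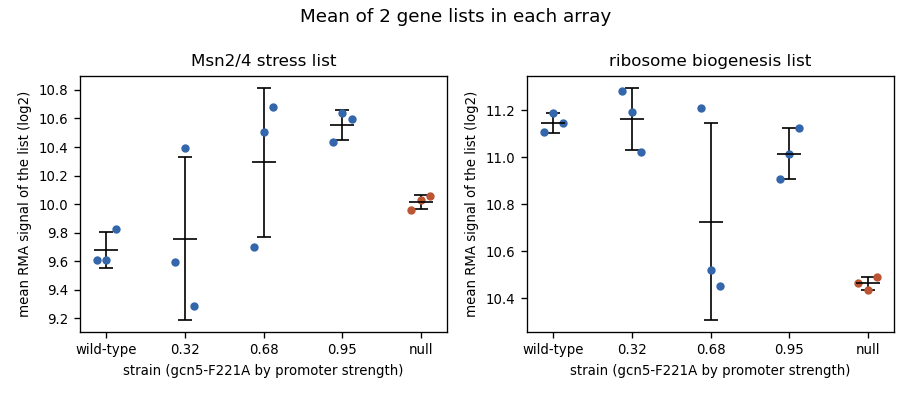
Mean RMA signal (log2) of the 60 Msn2/4 stress genes and the 151 ribosome biogenesis genes in each array, by strain. Points are arrays and bars the mean and SD of 3 arrays; the stress list has an SD of 0.57 at 0.32 and 0.52 at 0.68.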

A total of 288 genes were found to be differentially graded in response to *gcn5-F221A* (i.e. genes whose expression changes monotonically in response to *gcn5-F221A* and all of which had p-values<0.05). Despite these similar numbers, only 153 genes (53%) found in the knockout data set overlap with the graded dominant mutant dataset (**Fig. 4c**). This initial analysis indicates that, for multifunctional proteins, classifying genes and regulation based exclusively on knockout data is misleading. 

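Of the 853 graded genes, 96 also changed over 2-fold in the null strain in the same direction, 49 higher and 47 lower. This count was 51 without wild-type replicate 1, 59 without wild-type replicate 2 and 32 with strictly monotonic group means. They include STF1, a regulator of the mitochondrial ATP synthase, HSP26, a small heat shock protein, and SED1, a cell wall protein, which rose in both, and PHO84, PHO11 and PHM6 of the phosphate regulon, which fell in both. SED1 had a log2 difference of 1.18 (adjusted p = 0.00101) in the null strain and 0.85 (adjusted p = 0.0234) at strength 0.95. PHO11, an acid phosphatase, had -1.51 (adjusted p = 2.82e-07) and -1.36 (adjusted p = 5.58e-06). Without the 2-fold limit, 555 graded genes (65.1%) were called in the null strain in the same direction, 272 higher and 283 lower. If the lists were independent, 10.6 genes would be expected to be graded upward and over 2-fold higher in the null strain, where 49 were found, and 10.2 would be expected lower in both, where 47 were found. Both comparisons use the same wild-type arrays. In 100 simulations of strains that do not differ from wild-type, the covariance of the log2 differences of null and 0.95 across genes averaged 0.013. Its highest value was 0.014, and in the data it was 0.066. The correlation of these differences was 0.392 against 0.452 to 0.540 in the simulations. The same sign was found in 66.9% of genes against 65.4% to 68.0%. The simulated noise was independent between genes and had the same SD in all arrays. Noise shared by many genes was not simulated, so these simulations do not show how far it could raise the covariance. Across genes, which are not independent replicates, the null difference correlated with 0.95 minus 0.32, which shares no array with it, at r = 0.328. The 5' minus 3' signal of control genes was higher in the null strain (0.32 ± 0.22) than in wild-type (-0.22 ± 0.18). It was also higher at 0.95 (0.12 ± 0.29) than at 0.32 (-0.35 ± 0.43; SD, n = 3 each). Whether this signal gives part of the correlation was not tested. In what it calls an initial analysis, the paper proposes that classifying genes from knockout data alone is misleading for multifunctional proteins.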

Of the 288 genes influenced by *gcn5-F221A*, 66% increased in expression in response to increasing *gcn5-F221A* levels (**Fig. 4a**) whereas the *gcn5* null strain significantly overestimates the number of under-expressed genes (**Fig. 4b**). This data set augments our knowledge of gene targets regulated by Gcn5p-acetyltransferase activity.

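Among the genes that rose with gcn5-F221A were SIP18, a gene of the desiccation response, at a log2 difference of 1.85 (adjusted p = 0.0492) between strength 0.95 and wild-type, TFS1, an inhibitor of carboxypeptidase Y, at 1.81 (adjusted p = 0.0219) and ALD6, a cytosolic aldehyde dehydrogenase, at 1.62 (adjusted p = 0.00364). Among those that fell were OLE1, the fatty acid desaturase, at -1.46 (adjusted p = 0.00157) and IZH4, a gene of zinc homeostasis, at -1.21 (adjusted p = 3.91e-04). The share of the graded genes that rose was 53.6% (95% exact Clopper-Pearson interval 50.2% to 57.0%, for counting error only). In the null strain, 141 of the 267 genes that changed over 2-fold fell, a share of 52.8% (interval 46.6% to 58.9%), and without the fold limit 1229 of 2232 fell, a share of 55.1% (interval 53.0% to 57.1%). Of the 76 graded genes that also differed over 2-fold between 0.95 and wild-type, a subset chosen after the values were seen, 55 rose (72.4%). The share of graded genes that rose was 48.1% after median centring of the arrays and 46.1% after quantile normalization over the S. cerevisiae probe sets.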

**Figure 4:**
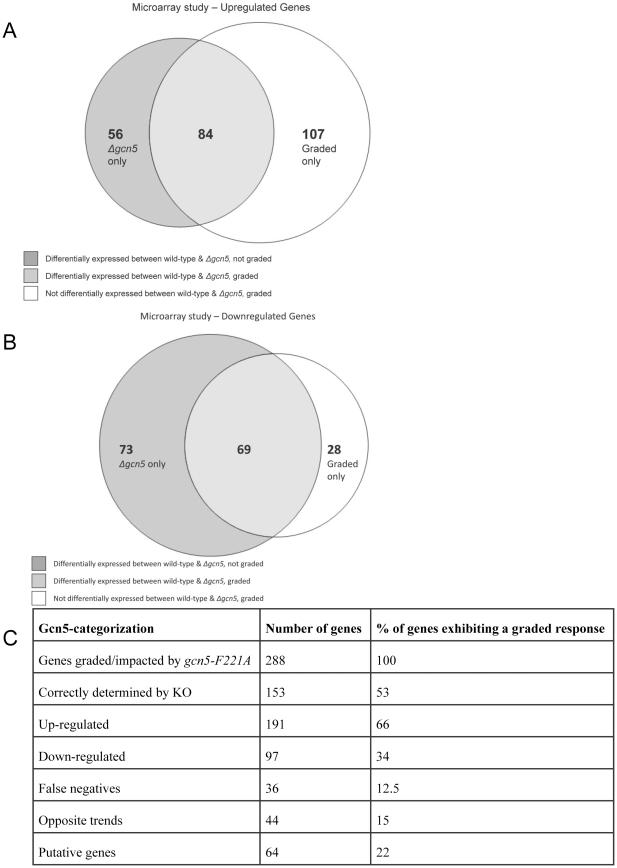
Expression analysis comparing a graded dominant mutant of gcn5-F221A to gcn5Δ. Microarray analysis was conducted for strains expressing the *gcn5-F221A* mutant at varying promoter strengths (.32, .68, and .95) along with wild-type and *gcn5Δ* cells. **a.** Of the genes found to be up-regulated compared to the wild-type, only 84 were commonly identified by both the dominant mutant and knockout, and 107 were only identified by the dominant mutant. **b.** Significantly fewer genes were found to be down-regulated, of which only 69 were commonly identified and 28 were only identified by the dominant mutant. **c.** Characterization of the 288 genes observed to exhibit a graded response with respect to increasing levels of *gcn5-F221A*.

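Counted by direction, 49 genes rose both with gcn5-F221A and over 2-fold in the null strain, and 408 were graded upward without a rise over 2-fold in the null strain. Cell wall and stress genes are among the former, such as YPS6, a putative cell wall protease, at a log2 difference of 1.63 (standard error 0.23, adjusted p = 1.56e-04) in the null strain, and HSP42, a small heat shock protein, at 1.38 (standard error 0.16, adjusted p = 4.83e-05). Among the latter are ALD4, the mitochondrial aldehyde dehydrogenase, at 1.32 (standard error 0.17, adjusted p = 4.75e-04) between strength 0.95 and wild-type and QCR2, of respiratory complex III, at 0.78 (standard error 0.11, adjusted p = 8.42e-04). For genes that fell, 47 were shared and 349 were graded downward without a fall over 2-fold in the null strain. Without that fold limit, 272 genes rose and 283 fell both with gcn5-F221A and in the null strain. MEP1, an ammonium permease, fell by 2.39 on the log2 scale in the null strain (standard error 0.13, adjusted p = 4.14e-08) and TIR4, a cell wall mannoprotein, fell by 0.99 at 0.95 (standard error 0.10, adjusted p = 7.46e-05). All p-values are from limma. A further 77 genes rose and 94 fell over 2-fold in the null strain without being graded in that direction.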

Four non-mutually exclusive classifications of gene expression were used to characterize the targets found in this study—catalytically associated, non-catalytically associated, false negatives (compared to a knockout), and opposites—by comparing these gene targets to data obtained using the traditional knockout approach. A subset of Gcn5p-impacted genes illustrates these trends (**Fig. 5**). 

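Among the graded genes, members of several groups moved one way. Of 17 measured genes of the phosphate regulon, 8 fell with gcn5-F221A, 0 rose and 9 did not pass the test (12 lower and 2 higher when adjusted over the list alone), with PHM6, a gene induced by low phosphate, at a log2 difference of -1.29 (adjusted p = 1.47e-04) between strength 0.95 and wild-type among them. Of 17 genes of the tricarboxylic acid cycle, 8 rose, 0 fell and 9 did not pass (12 and 0 when adjusted over the list alone), such as SDH2, of succinate dehydrogenase, at 0.84 (adjusted p = 0.0361) and IDH1, of isocitrate dehydrogenase, at 0.64 (adjusted p = 0.00737). Of 13 Ty retrotransposon open reading frames that the array table names, 7 rose and 6 did not pass (9 rose when adjusted over the list alone), and YBL005W-A had 1.55 (adjusted p = 7.53e-05). The 13 frames are not all separate loci, since YGR109W-A lies within YGR109W-B. The wild-type signal of YBL005W-A is below the 95th percentile of S. pombe probe sets of 5.18, so the size of its difference is open. Iron and copper uptake genes fell in 5 of 24 cases and rose in 0 (9 and 0 when adjusted over the list alone), among them FET3, a multicopper oxidase, at -0.74 (adjusted p = 7.46e-05). By camera with the preset correlation the adjusted p was 6.83e-07 for the phosphate regulon, 6.83e-07 for the Ty frames, 4.12e-07 for the tricarboxylic acid cycle and 3.48e-05 for iron and copper uptake. None of these calls held with an estimated correlation (adjusted p = 0.111, 0.111, 0.202 and 0.202), and fry, which tests whether a list moves on balance one way, gave 5.29e-06, 1.73e-04, 0.0021 and 0.00242.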

The 288 genes identified through *gcn5-F221A* inhibition of native Gcn5p acetylation display a ‘graded’ response and are therefore associated with Gcn5p catalytic activity. Within this classification, variations in the response to level of gradation exist. 

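ETR1, a 2-enoyl thioester reductase of mitochondrial fatty acid synthesis (YBR026C, chromosome II from 292877 to 294019), had log2 signals of 9.34 ± 0.10 in wild-type, 10.11 ± 0.30 at strength 0.32, 10.22 ± 0.33 at 0.68, 10.42 ± 0.07 at 0.95 and 10.26 ± 0.02 in the null strain (SD, n = 3 each). ATG38, the current name of YLR211C and a subunit of an autophagy complex, had 6.70 ± 0.47, 7.85 ± 0.18, 7.86 ± 0.20, 8.05 ± 0.05 and 7.84 ± 0.26 in the same order (SD, n = 3 each). Both had already risen at 0.32, by a log2 difference of 0.76 (adjusted p = 0.0286) for ETR1 and 1.15 (adjusted p = 0.0109) for ATG38, and the difference between 0.95 and the null strain did not pass the test for either (adjusted p = 0.499 and 0.477), with 95% intervals of that difference from -0.19 to 0.50 and from -0.23 to 0.64. In all, 74 graded genes already differed from wild-type at 0.32, 65 of them higher and 9 lower. HOS2, a histone deacetylase, was one of the former at 1.54 (adjusted p = 5.71e-04), and MGA1, a gene of filamentous growth, one of the latter at -0.68 (adjusted p = 0.00314). The p-values are from limma, and the count of 74 was 33 and 39 without wild-type replicates 1 and 3, 35 without 0.32 replicate 1, 115 without gcn5-F221A 0.68 replicate 1 and 6 with only the arrays compared.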

Some genes (such as *ETR1* and *YLR211C*, **Fig. 5a**) achieve maximal gradation (a plateaued response matching that of a knockout condition) at low levels of *gcn5-F221A*. We posit that similarly responding genes (with low grading thresholds) are strongly impacted by Gcn5p acetylation and potentially have the fewest redundant epigenetic modification mechanisms in yeast. In contrast, genes that require higher levels of the dominant mutant to achieve maximal gradation (such as *IDH2* and *RRT5*, **Fig. 5a**) are less sensitive to acetylation by Gcn5p or have more redundant regulation mechanisms. This approach allows for an evaluation of gene thresholding responses, an important concept in systems biology modeling.

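IDH2, the other subunit of isocitrate dehydrogenase (YOR136W, chromosome XV from 580250 to 581359), rose from 11.29 ± 0.11 in wild-type to 11.42 ± 0.21 at strength 0.32, 11.72 ± 0.24 at 0.68, 12.01 ± 0.03 at 0.95 and 12.69 ± 0.19 in the null strain (SD, n = 3 each). RRT5, a gene of unknown function that is expressed in sporulation, had 5.85 ± 0.04 in wild-type, 5.98 ± 0.32 at 0.32, 5.36 ± 0.93 at 0.68, 4.83 ± 0.07 at 0.95 and 4.62 ± 0.12 in the null strain (SD, n = 3 each), of which the last 2 are below the 95th percentile of S. pombe probe sets of 5.18. Between 0.95 and 0.32, IDH2 had a log2 difference of 0.58 (adjusted p = 0.0481), and for RRT5 the size of the difference is left open since its signal at 0.95 is below that percentile. By a rule fixed before the data were examined, 94 graded genes did not pass at 0.32 and differed between 0.95 and 0.32, 34 of them higher and 60 lower. RRT5 was graded and did not meet this rule. IDH2 is one of the 94. Others are SPS1, a kinase of spore wall formation, at -1.36 (adjusted p = 3.52e-04) and YMR230W-A, an uncharacterized open reading frame, at -1.44 (adjusted p = 0.00905). The p-values are from limma. RRT5 was no longer graded without any single wild-type or 0.95 array (adjusted p of the slope 0.0674 to 0.0791), and the count of 94 was 51 and 57 without wild-type replicates 2 and 3, 49 and 37 without 0.32 replicates 1 and 3, 38, 29 and 33 without 0.95 replicates 1, 2 and 3, 255 without 0.68 replicate 1, and 51, 45 and 60 without null replicates 1, 2 and 3.

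**Figure D2:**
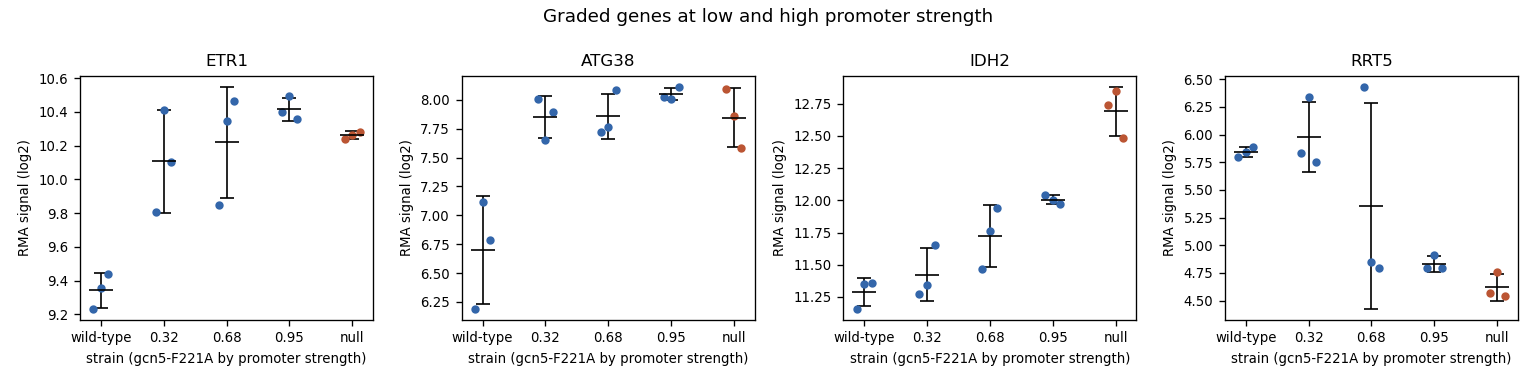
RMA signal (log2) of ETR1, ATG38, IDH2 and RRT5 in each array by strain, with the mean and SD of 3 arrays. ETR1 and ATG38 are above wild-type at 0.32, and RRT5 has an SD of 0.93 at 0.68.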

**Figure 5:**
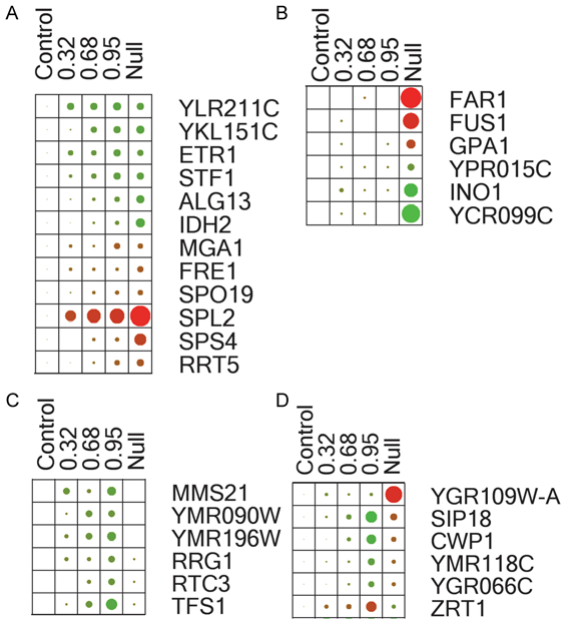
Gene expression heat maps for select genes illustrating unique traits in this study. Four key (non-mutually exclusive) trends in gene expression were observed in this study: catalytically associated genes, false negatives (compared to a knockout), non-catalytically associated genes, and opposites. In the heat map, red indicates underexpression, and green overexpression relative to the control, and the size of the dot is proportional to magnitude of expression. A select sample of genes was used to display the four trends. **a.** Catalytically associated genes have expression that changes (either up or down compared to control) as a function of *gcn5-F221A*. The threshold for response varies for each of these genes. **b.** 129 non-catalytically associated genes (changed in *gcn5Δ*, but not graded by *gcn5-F221A*) were identified, suggesting these targets are not impacted by Gcn5p acetylation, but perhaps by another indirect effect of Gcn5p such as protein complex association. **c.** 36 false negative genes were identified, in which expression is graded by the dominant mutant, but are unchanged in the knockout strain. These genomic loci are most likely directly acetylated preferentially by Gcn5p along with other compensatory HATs. **d.** An additional set of 44 genes demonstrate an opposite effect in the presence of the dominant mutant compared to the *gcn5Δ*.

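Of the genes shown as catalytically associated, STF1, a regulator of the mitochondrial ATP synthase, had a log2 difference of 1.11 (standard error 0.27, adjusted p = 0.019) between strength 0.95 and wild-type, and ALG13, of N-linked glycosylation, had 0.81 (standard error 0.15, adjusted p = 0.00413). MGA1 had -1.16 (standard error 0.10, adjusted p = 1.63e-05), the meiotic gene SPO19 had -0.89 (standard error 0.24, adjusted p = 0.0322) and SPS4, another sporulation gene, had -0.86 (standard error 0.16, adjusted p = 0.00427). In the null strain the differences were 1.06 for STF1, 1.27 for ALG13, -0.96 for MGA1, -0.92 for SPO19 and -2.01 for SPS4, each with the sign it had at 0.95. The signal of SPO19 at 0.95 and in the null strain is below the 95th percentile of S. pombe probe sets of 5.18, so the size of its differences is open. All 5 had a slope past limma's test, with adjusted p-values from 5.64e-05 for MGA1 to 0.0159 for STF1. FRE1, a ferric and cupric reductase, had -0.64 (standard error 0.36, adjusted p = 0.283) at 0.95 and its slope did not pass (adjusted p = 0.271); in the null strain it had -1.13 (standard error 0.36, adjusted p = 0.0225). YKL151C is not named in the array's gene table.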

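Genes of the pheromone response fell in the null strain. FAR1, which arrests the cell cycle in response to pheromone (YJL157C, chromosome X from 123836 to 126328), had log2 signals of 9.36 ± 0.08 in wild-type, 9.34 ± 0.14 at strength 0.95 and 5.56 ± 0.04 in the null strain (SD, n = 3 each). FUS1, which acts in cell fusion, had 9.54 ± 0.09, 9.45 ± 0.18 and 6.87 ± 0.09 (SD, n = 3 each). For GPA1, the G protein alpha subunit of the pheromone pathway, these were 10.22 ± 0.09, 10.23 ± 0.11 and 8.43 ± 0.04 (SD, n = 3 each). In the null strain 20 of 23 pheromone response genes fell, 1 rose and 2 did not pass the test (20 and 1 when adjusted over the list alone), and of 13 haploid-specific genes 10 fell, 0 rose and 3 did not pass (10 and 1 when adjusted over the list alone). For the slope over gcn5-F221A, 4 of the 23 fell and 0 rose (5 and 0 when adjusted over the list alone). Camera's adjusted p for that slope was 0.00892, lost with an estimated correlation (adjusted p = 0.553). Of the 23, 10 changed over 2-fold in the null strain and were not graded. Between 0.95 and the null strain, FAR1 differed by a log2 value of 3.78 (adjusted p = 2.53e-10), FUS1 by 2.58 (adjusted p = 8.79e-08) and GPA1 by 1.80 (adjusted p = 1.18e-07). Among genes that rose in the null strain and were not graded were INO1, the inositol phosphate synthase, at 2.07 (adjusted p = 5.26e-04), YCR099C, an uncharacterized open reading frame, at 2.91 (adjusted p = 2.50e-09) and YPR015C, a zinc finger protein gene, at 1.11 (adjusted p = 6.60e-06). In all, 165 genes passed the 2-fold limit in the null strain and were not graded, 75 higher and 90 lower. The difference between the null strain and 0.95 was itself past limma's test in 150 of them, 65 higher and 85 lower in the null strain, and 49 of the 165 had a slope at an unadjusted p under 0.05. By camera the adjusted p in the null strain was 8.09e-10 for the pheromone list, lost with an estimated correlation (adjusted p = 0.14), and 6.31e-06 for the haploid-specific list, which held (adjusted p = 0.0241). The count was 82 with array weights.

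**Figure D3:**
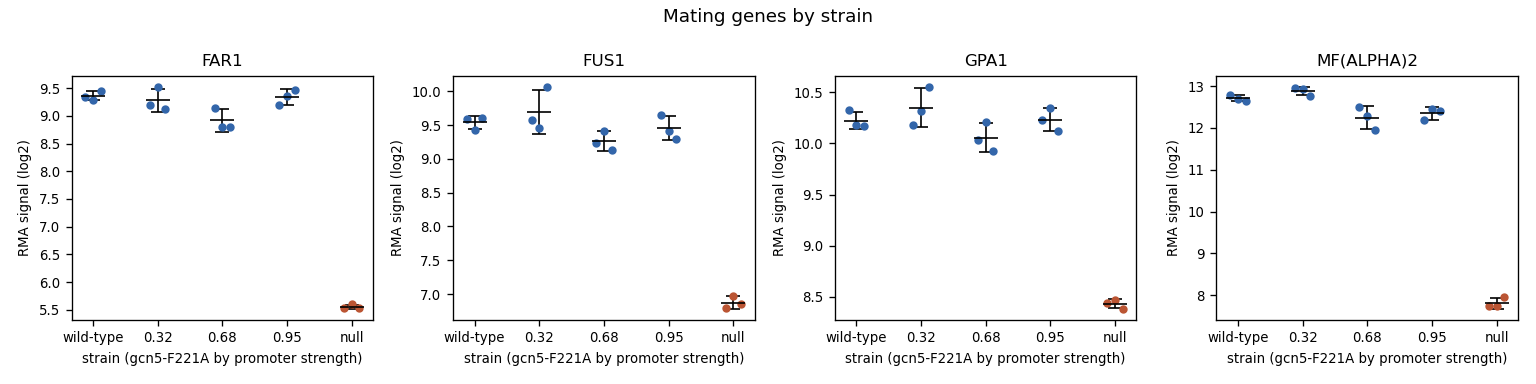
RMA signal (log2) of FAR1, FUS1, GPA1 and MF(ALPHA)2 in each array by strain, with the mean and SD of 3 arrays. FAR1 has a mean of 9.36 in wild-type and 5.56 in the null strain.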

We observed 129 ‘non-catalytically associated’ genes in this data set (genes differentially expressed in the knockout strain, but not significantly impacted in response to the graded dominant mutant) (**Fig. 5b**). Since *gcn5-F221A* only inhibits acetyltransferease activity, we hypothesize that these non-catalytically associated genes are not influenced by Gcn5p acetylation activity, but instead are influenced by another indirect effect of Gcn5p, such as protein complex association. Furthermore, we observed that 36 (12.5%) of those genes impacted by the dominant mutant showed no change in expression between the wild-type and knockout strains (**Fig. 4c** **,** **5c**). These ‘false negatives’ are clearly impacted by Gcn5p activity, and we hypothesize that these genomic loci are directly acetylated by Gcn5p, but in its absence, another HAT with redundant functionality steps in.

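RRG1, needed for mitochondrial genome maintenance, had log2 signals of 5.63 ± 0.26 in wild-type, 6.74 ± 0.07 at strength 0.95 and 5.65 ± 0.23 in the null strain (SD, n = 3 each). MMS21, a SUMO ligase of DNA repair, had a log2 difference of 1.23 (standard error 0.18, adjusted p = 2.26e-04) between 0.95 and the null strain. Its signal in the null strain is below the 95th percentile of S. pombe probe sets of 5.18, so the size of that difference is open. RTC3, a stress-induced gene, had a log2 difference of 1.06 (adjusted p = 0.0343) between 0.95 and the null strain, TFS1 had 1.71 (adjusted p = 0.0114), CWP1, a cell wall mannoprotein, had 2.58 (adjusted p = 3.28e-04) and SIP18 had 3.08 (adjusted p = 0.00116). YMR196W had 1.39 (adjusted p = 0.0185). For YMR090W, a gene of unknown function, the slope had an adjusted p of 0.0506 and did not pass, with a log2 difference of 1.09 (adjusted p = 0.0366) between 0.95 and the null strain. Of 853 graded genes, 153 (17.9%) were not called in the null strain and differed from it at 0.95 in the direction of the slope. The 95% exact Clopper-Pearson interval of this share was 15.4% to 20.7%, for counting error only. Of the 153 genes, 99 were higher with gcn5-F221A and 54 were lower, and 27 of the 153 differed over 2-fold between 0.95 and wild-type. Among the lists, 13 of these genes belong to the Msn2/4 stress response, such as HXT5, with 2.41 (adjusted p = 5.52e-05), and 3 each to the Ty frames, to iron and copper uptake and to maltose and alternative carbon genes. An absent call in the null strain does not show that a gene did not change there: for CWP1 the null difference was -0.98, with a 95% interval from -1.83 to -0.13. Restricting graded genes to strictly monotonic strain means gave 64 such genes, leaving out wild-type replicates 1 or 2 or 0.95 replicate 2 gave 99, 93 and 96, and SIP18 and YMR196W were no longer graded without most of the single arrays.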

Finally, we observed that 44 genes (15%) impacted by the dominant mutant display an ‘opposite’ effect in expression as predicted by the gene knockout (**Fig. 4c** **,** **5d**). 

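YGR109W-A, a Ty3 open reading frame, had log2 signals of 8.39 ± 0.09 in wild-type, 8.90 ± 0.17 at strength 0.95 and 5.37 ± 0.12 in the null strain (SD, n = 3 each). SHH3, the current name of YMR118C and a homolog of a succinate dehydrogenase subunit, had 6.86 ± 0.21, 7.97 ± 0.44 and 5.98 ± 0.06 (SD, n = 3 each). AMN1, of mitotic exit, had a log2 difference of 0.32 (adjusted p = 0.0205) at 0.95 and -0.48 (adjusted p = 4.83e-04) in the null strain, and YDR261C-D, a Ty1 frame, had 0.93 (adjusted p = 0.011) and -1.02 (adjusted p = 0.00193). In all, 37 graded genes were called in the null strain with the other sign, which is 4.3% of 853. The 95% exact Clopper-Pearson interval of this share was 3.1% to 5.9%, for counting error only. Of the 37 genes, 6 passed the 2-fold limit in the null strain and 3 at 0.95. GCN5 is one of the 37, since its probe set also reads the gcn5-F221A copy. YGR066C is not named in the array's gene table. Without wild-type replicates 1, 2 or 3 the count was 15, 16 and 17, without 0.95 replicates 2 or 3 it was 23 and 22, without 0.68 replicate 1 it was 64, without null replicate 3 it was 24, and YGR109W-A was no longer graded without most of the single arrays.

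**Figure D4:**
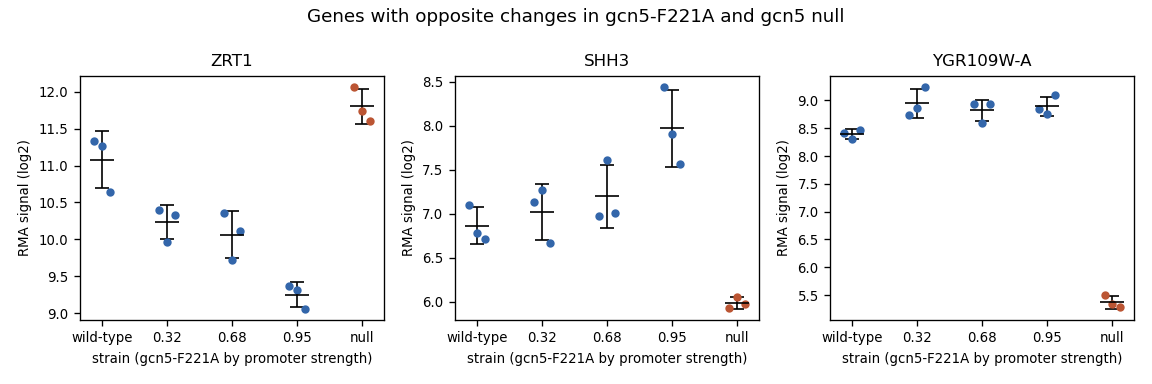
RMA signal (log2) of ZRT1, SHH3 and YGR109W-A in each array by strain, with the mean and SD of 3 arrays. SHH3 has a mean of 7.97 at 0.95 and 5.98 in the null strain.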

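Of the 37 genes with opposite changes, 24 were higher with gcn5-F221A and lower in the null strain (64.9%). The 95% exact Clopper-Pearson interval of this share was 47.5% to 79.8%, for counting error only. The other 13 were lower with gcn5-F221A and higher in the null strain. YGR109W-A and SHH3 belong to the former and ZRT1, the high-affinity zinc transporter, to the latter. The difference between strength 0.95 and the null strain was 3.52 (standard error 0.14, adjusted p = 2.15e-09) for YGR109W-A and 1.99 (standard error 0.23, adjusted p = 4.16e-05) for SHH3 on the log2 scale, by limma.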

In the majority of these cases, these genes were over-expressed in response to *gcn5-F221A* but significantly decreased in expression in the *gcn5Δ* strain.

The impact of these various gene classes was further evaluated using RT-PCR for select genes exhibiting a graded response. We used additional promoter strengths to allow for a more quantitative, high-resolution measurement of the impact of Gcn5p catalytic activity (**Discussion S2**). Additional control samples were used to demonstrate that these genes had altered expression as a result of *gcn5-F221A* only, and not in the presence of over-expressed *GCN5*, which at the genetic level behaved the same as wild-type yeast (**Fig. S3**). Moreover, these higher-resolution datasets linking catalytic activity and gene regulation enable a more precise measurement of thresholding effects.

Finally, we sought to determine what, if any, impact varying expression of mutant Gcn5p had on the expression of native Gcn5p. A p415-pGcn5-yECitrine plasmid was constructed, with both a short and long *GCN5* promoter, and co-transformed with the p416-TEF_x_-*gcn5-F221A* plasmid collection. In this system, fluorescent protein expression is controlled by the *GCN5* promoter, thus this construct serves as a promoter-based transcription reporter. Using mid-exponential, biological triplicates and flow cytometry, we measured fluorescent levels across the full range of mutant *gcn5-F221A* expression. Regardless of promoter strength driving mutant *gcn5-F221A*, we observed no change in fluorescent expression (**Fig. S4**). This result indicates that expression of *gcn5-F221A* does not create artificial feedback or perturbations of native *GCN5* expression. Thus, these results demonstrate the clear link between the data we observe and the lack of catalytic function inherent in *gcn5-F221A*.

### Histone modifications are accurately uncovered using a graded dominant mutant approach

We next sought to see whether specific chromatin modifications can be deduced from microarray data alone when using a graded dominant mutant approach. To do so, genes identified in our microarray study were analyzed using Chromatin DB [40] (**Discussion S3**). Using genes identified by a *gcn5Δ* knockout (including subclasses of up-regulated, down-regulated, and differentially expressed), no significant enrichment or depletion of chromatin lysine acetylation is evident. This same lack of enrichment or depletion is observed using the microarray data obtained by a separate and independent *gcn5Δ* study [39]. However, by examining the graded up genes with low grading thresholds identified in this study, significant depletion is seen in H2BK11ac, H2BK16ac, H3K18ac, H3K14ac, and H3K23ac with p-values of less than 10^−3^ to 10^−4^. This profile of histone modifications mimics those observed in a Gcn5p binding study [11]. Furthermore, the ‘false negative’ gene set exhibits acetylation depletions for the same lysine residues as genes that are graded up. This clearly demonstrates that ‘false negative’ genes are indeed direct targets of Gcn5p acetylation and explains why the vast majority of these ‘false negative’ genes increase in expression in response to *gcn5-F221A*. In contrast, the non-catalytically associated data set exhibits no enrichment or depletion of chromatin lysine modifications. In the case of those genes exhibiting an ‘opposite’ response, the primary histone modification that is observed is a depletion of H4K16ac (p-value <10^−3^). It is well known that Sir2p and Esa1p are responsible for targeting H4K16 [41], which implicate the actions of these proteins as potential compensators for Gcn5p. Collectively, these results demonstrate that the graded dominant mutant approach can identify the canonical acetylation targets of Gcn5p [42].

### Gene ontology analysis reveals new cellular processes that are impacted by Gcn5p acetylation

Gene ontology and network analysis tools were used to further classify the genes influenced by *gcn5-F221A* activity and evaluate the dataset (**Discussion S4**). Three functional classes (nucleolus, ribosome biogenesis, and RNA metabolic processes) were significantly enriched in the set of genes exhibiting an under-expression graded response. 

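Ribosome biogenesis genes fell with gcn5-F221A in 36 of 151 cases, rose in 0 and did not pass the test in 115 (48 lower and 0 higher when adjusted over the list alone). TMA16, a ribosome biogenesis factor, had a log2 difference of -0.61 (standard error 0.15, adjusted p = 0.0178) between strength 0.95 and wild-type, and UTP20 had -0.72 (standard error 0.15, adjusted p = 0.00712). RNA polymerase I and III subunits fell in 5 of 27 cases and rose in 0 (7 and 0 when adjusted over the list alone), among them RPA135 at -0.51 (standard error 0.15, adjusted p = 0.0464). Of 128 cytoplasmic ribosomal protein genes 0 were graded by limma (0 when adjusted over the list alone). The median log2 difference at 0.95 was -0.17 for ribosome biogenesis and -0.69 in the null strain. The mean signal of this list was 11.15 in wild-type, 11.16 at 0.32, 10.73 at 0.68 and 11.02 at 0.95, so it was lowest at 0.68. Replicates 1, 2 and 3 at 0.68 had 11.21, 10.52 and 10.45. Between arrays of one strain the mean of this list had an SD of 0.42 at 0.68 against 0.04 in wild-type. The camera call for its slope (adjusted p = 1.83e-10) was lost with an estimated correlation (adjusted p = 0.553), and fry gave an adjusted p of 0.14.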

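The lists of nucleolus, ribosome biogenesis and RNA metabolic process genes in Discussion S4 that stand for graded genes with lower expression hold 67 names, which are 32 different genes since the lists overlap. All 32 were measured, and 31 of them had a lower mean at strength 0.95 than in wild-type, with a median log2 difference of -0.30. By limma 13 of the 32 were graded downward and 19 were not graded, and all 32 fell in the null strain with a median log2 difference of -1.07. In 1 of the 32 the strain means fell strictly with promoter strength. The study chose these lists on the same arrays, so that their counts are not independent evidence of a direction.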

Nearly 70% of the genes exhibiting under-expression were associated with these functional classes. Furthermore, one gene ontology class (oxidoreductase activity) was overrepresented in genes exhibiting an over-expression in a graded fashion, and is thus a target for Gcn5p-based gene repression. This analysis expands the role of Gcn5p activity to other fundamental cellular processes.

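Genes of oxidoreductase activity in Discussion S4 that stand for graded genes with higher expression number 23, and 22 were measured. Of these, 18 rose with gcn5-F221A by limma and 0 fell, with a median log2 difference of 0.93 between strength 0.95 and wild-type; 14 rose and 1 fell in the null strain. The list was chosen on the same arrays, so its count is not independent evidence of a direction. The other gene lists were written before the arrays were examined but after the paper and its listed values were read. Among these, respiratory chain and ATP synthase genes rose with gcn5-F221A in 7 of 35 cases, fell in 0 and did not pass in 28 (7 and 0 when adjusted over the list alone). NDE2, an external NADH dehydrogenase, had 1.52 (standard error 0.36, adjusted p = 0.0161) between 0.95 and wild-type, CYT1, cytochrome c1, had 0.55 (standard error 0.14, adjusted p = 0.0238) and CYC7, a cytochrome c isoform, had 1.68 (standard error 0.39, adjusted p = 0.0143). The camera call for the slope of this list had an adjusted p of 3.82e-04, lost with an estimated correlation (adjusted p = 0.488).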

### Graded dominant mutant approach can interface with other phenotypic and genetic assays

Finally, we sought to demonstrate how the graded dominant mutant approach can be used in conjunction with phenotypic and genetic assays. Prior to this work, it was unclear whether acetylation or protein-protein interaction is the root cause of *gcn5Δ* synthetic lethal genes. To address this issue, we paired a gene deletion with various promoter strengths driving *gcn5-F221A* to simulate the lethal double knockout strain in the haploid yeast BY4741. Twenty two of these synthetic lethal genes were selected for this study and evaluated (**Table I** **, Table S2**). Only three gene knockouts, *Δccr4*, *Δrsc2* and *Δrtt109*, were highly impacted in a graded fashion by the dominant mutant. *Δrtt109*, a HAT known to acetylate H3K56 and H3K9 [43], demonstrated the most significant impact. Fifteen of the gene deletions were moderately impacted and four showed almost no change. Collectively, these results implicate the relative importance of Gcn5p's catalytic activity versus its protein and DNA interactions. As a comparison, ten BY4741 null strains were selected at random to serve as a control group (**Table S2**). None of these strains showed a growth-rate dependent response to the *gcn5-F221A* mutant, indicating the significance of the results described above.

**Table I:** Impact of gcn5-F221A on the growth rate of GCN5 synthetic lethal genes.

*GCN5* synthetic lethal	Influence of acetyltransferase activity
*ccr4* *rtt109* *rsc2*	Highly Impacted
*eaf7* *hhf2* *hht2* *hsl1* *hsl7* *leu2* *mot2* *nam2* *not5* *paa1* *pap2* *rad6* *rpd3* *sin3* *snf2*	Moderately Impacted
*elp3* *iki3* *pho23* *spt20*	Not Impacted

We examined 22 gene knockouts with known synthetic lethal interactions to *gcn5* null. The *gcn5-F221A* dominant mutant was expressed at varying levels in the background of a knockout strain and growth rate was measured (**Table S2**). Three gene knockouts, *Δccr4*, *Δrsc2*, and *Δrtt109*, are highly impacted by the *gcn5-F221A* mutant and exhibited a more than a 20% reduction in growth rate when the *gcn5-F221A* mutant was highly expressed, indicating these synthetic lethal pairings are highly dependent on Gcn5p catalytic activity. The majority of the genes show a moderate decrease in growth rate as mutant expression is increased while several showed no growth rate changes. Most of these synthetic lethal interactions are not impacted by catalytic activity, but rather require Gcn5p for a protein-protein or protein-DNA interaction. Ten gene deletions were randomly selected as a control and none exhibit any response (**Table S2**).

Finally, we sought to investigate the global impact of Gcn5p acetyltransferase activity on cellular phenotypes. To do so, we evaluated the impact that grading this activity has on the basis of documented large-scale chemical tolerance assays of null mutants. Yeast strains with a *gcn5* null allele have previously been shown to have increased sensitivity to cycloheximide [44], ethanol [44], 5-fluorouracil [45], KCl [46], MnCl_2_ [46], CaCl_2_ [46], and sulfanilamide [47]. Growth inhibition assays were performed using strains containing gradations of the dominant mutant, as well as a wild-type control and a *Δgcn5* control, as described in the **Materials and Methods**.

When treating the strains with cycloheximide, we observed a graded, linear decrease in growth rate that coincided with increasing *gcn5-F221A* expression, showing that cycloheximide tolerance is controlled by Gcn5p acetyltransferase activity (**Fig. S5**). Assays performed using ethanol, 5-fluorouracil, KCl, 4mM MnCl_2_, and 8 mM MnCl_2_ as a growth inhibitor did not exhibit this trend (**Table S3**). These growth inhibitors are akin to the non-catalytically associated gene expression data set, and we hypothesize that increased sensitivity to these growth inhibitors is not a result of decreasing cellular Gcn5p acetylation, but by a separate, indirect effect. Despite prior reports, sulfanilamide, CaCl_2_, and 40 mM MnCl_2_ inhibitors did not impact growth rate for any of the strains in our liquid-culture based experiment.

## Discussion

Using a graded dominant mutant approach and Gcn5p as a case study, we are able to determine global gene targets and impacts, and to extract the causative linkage between the catalytic domain of Gcn5p and gene regulation. In particular, we (1) find evidence that Gcn5p is more involved in cell-wide gene repression, instead of the accepted gene activation associated with HATs, (2) identify previously unknown gene targets and interactions for Gcn5p-based acetylation, (3) quantify the strength of some Gcn5p-DNA associations, (4) demonstrate that this approach can be used to correctly identify canonical chromatin modifications, (5) establish the role of acetyltransferase activity on synthetic lethal interactions, and (6) identify new functional classes of genes regulated by Gcn5p acetyltransferase activity—all six of these major conclusions were unattainable by using standard gene knockout studies alone. These results demonstrate the power of the graded dominant mutant approach, which unlike traditional methods, only impacts one particular facet of the querying protein (in this case, acetyltransferase activity) and is therefore especially useful for studying multifunctional proteins and global regulators.

Despite the common conception that Gcn5p-based acetylation is gene activating, we posit that Gcn5p-based acetylation serves a dominant role in maintaining global gene repression in yeast. We found that over-expression of a catalytically inactive dominant mutant led to up regulation of 66% of affected genes. This finding is unexpected and not evident from traditional knockout experiments, as gene expression changes in the knockout strain were equally distributed between over and under expression. This is the first time that Gcn5p-based acetylation has been implicated with global gene repression, and may be a direct function of Gcn5p or an indirect result of additional gene regulators that are controlled by Gcn5p.

Our global microarray study identifies a set of 44 ‘opposite’ genes, whose expression in the presence of the catalytically inactive dominant mutant is opposite that of expression in a *gcn5Δ*. Further analysis of this set of genes indicates that nearly half are shown to be associated with the SAGA complex in an independent study [39]. It is likely that this ‘opposite’ phenomena is due to the partitioning of Gcn5p function and targeting across the domains (potentially the catalytic and bromodomains). In the case of the graded dominant, targeting of the SAGA complex can still occur and thus transcription is increased at these genes. However, in a gene knockout, the entire Gcn5p transcriptional coactivator is missing and thus transcription is impeded significantly. Underacetylated H4 histone proteins have also been shown to have a biased association with SAGA-regulated genes [39], further solidifying the SAGA-complex link to these opposite genes. These results provides another example that removing a globally functioning protein like Gcn5p results in an artificial genetic background with misleading observations regarding true protein-DNA interactions. Moreover, these results highlight how novel hypotheses of function can be deduced from this approach.

Based on the results presented here, we would recommend that a graded dominant mutant approach be utilized in conjunction with a traditional gene knockout to study gene regulatory proteins, especially those that serve multiple functions. The resulting data is higher-resolution and more accurately defines protein domain function and influence. While demonstrated here for the case of acetyltransferase activity of the yeast protein Gcn5p, this approach can theoretically be extended to other proteins and domains of interest. By creating two distinct Gcn5p dominant mutants that could both be graded and competitively inhibit native Gcn5p, we demonstrated that this approach is easily implemented. This approach uniquely enables a systems biology view of the cell while at the same time leveraging synthetic biology tools [48]. The identification of dominant mutations that can remove single functions are either well-documented for many proteins of interest or can be identified with the proper genetic screens. Additionally, promoter libraries with documented expression capacity are available for most major model systems [32], [49], [50]. Thus, this approach is generalizable for other proteins in classes such as epigenetic modification, signaling cascades, and transcriptional regulation as well as for essential genes, which cannot be deleted, and this method is not necessarily restricted to the yeast system studied here. In addition, this approach can be combined with any cell state assay including, but not limited to, gene expression analysis, phenotypic assays, genetic screens, ChIP analysis, and metabolomics. In conclusion, the graded dominant mutant approach is able to circumvent the problems seen in standard genetic approaches and can provide a causative linkage between specific protein function and phenotype.

## Materials and Methods

### Strains and Plasmids

Yeast expression vectors were propagated in *Escherichia coli* DH10β (**Table S4**). All experiments were carried out in *Saccharomyces cerevisiae*, with parent strains including BY4741, BY4743, and S288C and their derivatives described in **Tables S4** and **S5**. The BY4741 knockout strains were provided by the Marcotte laboratory (University of Texas at Austin, ICMB). S288C and BY4743 homozygous *Δpho80/Δpho80* strains were purchased from OpenBiosystems. The S288C Δ*gcn5* strain was made by replacing the wild-type *GCN5* gene with a hygromycin-B resistance gene amplified from plasmid pAG32 using primers 1 and 2 (**Table S6**) and extended using primers 3 and 4, for a final fragment with 80 base pairs of genomic homology both upstream and downstream. Using a high efficiency yeast transformation protocol [51], 1 µg of fragment was transformed into competent S288C cells and were plated on YPD supplemented with 100 µg/mL hygromcyin-B. The genotype of the S288C Δ*gcn5* strain was confirmed by extracting genomic DNA and performing both a positive PCR control (primers 5–8) and a negative PCR control (primers 9 and 10).

The wild-type *GCN5* gene was amplified from BY4741 gDNA using primers 9 and 10 and cloned into the pUC19 vector using restrictions enzymes XbaI and SalI. After confirming the accuracy of the *GCN5* sequence, mutations M193A, F221A and E173A were introduced using the Stratagene Quikchange mutagenesis kit and primers 11 to 14, and 39 and 40. The mutant GCN5 genes, as well as the wild-type gene, were cloned into the library of p416-TEF_mutant_ vectors [32] using the XbaI and SalI restriction enzymes. The *gcn5-M193A*, *F221A*, and *E173A* plasmid collections were transformed into BY4741 *Δgcn5* using a Gietz lithium acetate protocol [51] and selecting on drop out media deficient in uracil to create strains AML1 through AML30 (**Table S5**).

To allow for expression in amino acid free media, the p416-TEF_mutant_-*gcn5-F221A* plasmid collection was modified to include a G418 resistance gene. Using primers 15 and 16, the gene was amplified from the pUG6 plasmid. The p416-TEF_mutant_-*gcn5-F221A* plasmid collection and the resistance gene were digested with StuI and EcoRV. The new p416-TEF_mutant_-*gcn5-F221A*-G418 plasmid collection was transformed into S288C using a Gietz lithium acetate protocol and selected on YPD plates supplemented with 200 µg/mL G418 to create strains AML31 through AML40 and AML227–228. This process was repeated to create p416-TEF_mutant_-*gcn5-E173A*-G418 and p416-TEF_mutant_-*gcn5-M193A*-G418 plasmid collections, and to create strains AML229–247.

The p415-pPho5-yECitrine plasmid was constructed for fluorescence assays. The *PHO5* promoter, shown to be contained in the thousand base pairs upstream of *PHO* [35], was amplified using primers 17 and 18. Using restriction enzymes SacI and XbaI, pPho5 was cloned into the p416-TEF-yECitrine vector, replacing the TEF promoter in front of the yECitrine fluorescence gene. Using SacI and KpnI, the pPho5-yECitrine fragment was moved to the p415 plasmid, which contains a leucine auxotrophic marker. Along with the p416-TEF_mutant_-*GCN5* plasmid collections, the p415-pPho5-yECitrine plasmid was transformed into BY4741 Δ*pho80* and BY4743 Δ*pho80* using a Gietz lithium acetate protocol and selected on drop out media deficient in both uracil and leucine to create strains AML51 through AML66. The p415-pGcn5-yECitrine plasmid was constructed for fluorescence assays. The *GCN5* short promoter (350 bp) was amplified using primers 41 and 42, and the long (640 bp) promoter with primers 42 and 43 directly upstream from the *GCN5* gene. Using SacI and XbaI, the p415-pPho5-yECitrine plasmid was replaced with p415-pGcn5-yECitrine, and then along with the p416-TEF_mutant_-*GCN5* plasmid collection, transformed into BY4741 Δ*pho80* using a Gietz lithium acetate protocol and selected on drop out media deficient in both uracil and leucine to create strains AML248 through AML261 (**Table S5**).

Twenty-two BY4741 single gene knockouts, corresponding to genes that form a synthetic lethal phenotype with *gcn5Δ*, were transformed with a p416-TEF control plasmid, and p416-TEF_mutant_-*gcn5-F221A* plasmids with promoter strengths of 0.16, 0.32, 0.68 and 0.95. A Gietz lithium acetate protocol was used and colonies were selected in triplicate from drop out media deficient in uracil to create strains AML67 through AML176. An additional ten BY4741 single gene knockouts, selected at random, were transformed under identical conditions to serve as an experimental control (AML177–226).

All strains listed above were selected and tested in biological triplicate at minimum. Some strains and assays were tested with up to 6 biological replicates.

### Media and Growth Conditions

YPD media contains 20 g/L yeast extract, 10 g/L peptone and 10 g/L glucose. Minimal media for S288C strains contains 6.7 g/L nitrogen base, 20 g/L glucose and 200 ug/mL G418. Minimal media for BY4741 and BY4743 strains was supplemented with amino acids; 0.77 g/L of CSM –Ura (MP Biomedicals) for p416 vectors and 0.67 g/L of CSM –Leu –Ura (MP Biomedicals) for p416/p415 vectors. Media M-gYG418 contained 20 g/L glucose, 6.7 g/L YNB, and 200 µg/mL antibiotic G418. Bacteria were grown in lysogeny broth with ampicillin. All yeast strains were grown at 30°C and bacteria at 37°C. Agar plates were grown in standing incubators and cultures in shakers operating at 225 rpm. Passage numbers for yeast cultures were kept low (2–3) for all experiments.

### Growth Experiments

Complementation studies were conducted using strains AML1- AML30 and AML228–241. From stationary phase culture, a honey-comb plate was inoculated in triplicate with a starting OD of 0.1. Minimal media lacking uracil was supplemented with 3-aminotriazole. Using a Bioscreen C Growth Curve Analysis System, optical density measurements were taken every ten minutes for 24 hours. Temperature was maintained at 30°C and continuous, high shaking was used. Growth rate was calculated as the slope of the natural log of optical density versus time during the exponential growth phase. The histidine starvation assay was conducted using strains AML31 through AML40. From stationary phase culture, a honey-comb plate was inoculated with 4–6 biological replicates with a starting OD of 0.1. A minimal media composed of glucose, yeast nitrogen base without amino acids, 3.75 mM 3-aminotriazole and 200 ug/mL G418 was used. S288C wild-type and S288C Δ*gcn5*, both transformed with an empty p416-TEF-G418 plasmid, served as controls. Optical density measurements were collected over a period of 30 hours using a Bioscreen C and settings described previously.

Ten additional growth inhibition assays were conducted, in which a total of 50 strains were assayed, including the above controls, and 4–5 biological replicates of strains AML31 through AML40. The 50 strains were grown to stationary phase in 3 mL of M-gYG418 and then a honey-comb plate was inoculated with a starting OD_600_ of 0.1 in 250 µl fresh M-gYG418 either with or without (control cultures) a putative Gcn5p-dependent growth inhibition additive (**Table S3**). Optical density measurements were collected for the 100 cultures over a period of 60 hours using the Bioscreen C.

### Fluorescence Assays

Fluorescence assays were conducted using strains AML41 through AML66. 4–6 biological replicates were grown in drop out media lacking uracil and leucine until stationary phase. Fresh cultures were seeded at a low starting optical density (approximately 0.005) and allowed to grow to early exponential phase. The cell mass was collected by centrifugation and re-suspended in ice cold water. Fluorescent expression profiles were determined using a FACS Calibur and compared to a control population. Forward scattering had a voltage setting of E00 and ampgain of 2.96, side scattering a voltage of 505 and ampgain of 1.00 and fluorescence a voltage of 551 and ampgain of 1.00. Forward and side scattering data were linear and fluorescence was collected on a logarithmic scale. Threshold was set to a forward scattering value of 52. An average fluorescence and standard deviation was calculated from the mean values for the biological replicates. The competitive binding curve was determined for both the haploid and diploid by identifying parameters such as to minimize the sum of squares error for each data set.

Fluorescence assays were conducted using strains AML248 through AML261. Three biological replicates were grown in drop out media lacking uracil and leucine and allowed to grow to early exponential phase, and prepared as previously described above. Fluorescent expression profiles were determined using a FACS Fortessa and compared to a control population. Forward scattering had a voltage setting of 209 and ampgain of 1.00, side scattering a voltage of 209 and ampgain of 1.00 and fluorescence a voltage of 308 and ampgain of 1.00. Forward and side scattering data were linear and fluorescence was collected on a logarithmic scale. Threshold was set to a forward scattering value of 5000 with an OrOperator and area scaling of 0.71.

### Yeast Immunofluorescence

Global histone acetylation at H3K18 was measured using yeast immunofluorescence. Strains AML32, 34, 39, 227, 228, 242–247, 262 were grown to mid-exponential phase and fixed by adding a 10^th^ volume of 37% formaldehyde for 2 hours. Cells were washed twice with PBS and resuspended in 500 µl of a spheroplasting buffer (1.2 M sorbitol and 0.1 M KH_2_PO_4_ at pH of 7.5). Cells were stored for 1–2 days at 4°C. Spheroplasts were made by incubating 200 µl of fixed cells with 1.2 µl of zymolase (Zymo Research) and 3.2 µl of β-mercaptoethanol for 30 minutes at 30°C. Spheroplasts were washed once with 1 mL of PBS+0.05% Tween 20 and resuspended in 100 µl of PBS+0.05% Tween 20. Slides were treated with 50 µl of 1 mg/mL poly-L-lysine (>400,000 MW) for 15 minutes, followed by 3 water washes. After the slides were completely dry, 20 µL of spheroplasts were added to each well for 5 minutes, followed by 3 PBS washes. The slide was immersed in ice cold methanol for 5 minutes and ice cold acetone for 30 seconds. After drying, the slide was rehydrated by adding 50 µl of PBS for 5 minutes, followed by a PBS wash. A blocking solution composed of PBS and 1 mg/mL BSA was added (20 µL) to each slide followed by 30 minutes in a humid chamber. The slide was then washed 3 times with PBS. 20 µl of H3K18ac primary Rabbit antibody (Abcam) diluted 500-fold in blocking solution was added to each slide and incubated for 90 minutes. The slide was washed 3 times with PBS. 20 µl of anti-Rabbit Goat IgG DyLight 649 secondary antibody (Abcam) diluted 200-fold in blocking solution was added to each slide and incubated for 90 minutes in the dark. The slide was washed 3 times with PBS. 20 µl of 1 µg/mL DAPI in PBS was added to each well for 5 minutes, followed by 3 washes with PBS. A drop of fluorescent mounting medium (KPL) was added to each slide along with cover glass (#1.5 thickness) before sealing with nail polish. Slides were imaged using the Zeiss Axiovert instrument and a 100× magnifying lens. The DAPI and Cy5 filters were used respectively to image DAPI and DyLight 649 staining. Average intensity per cell was determined using Metamorph software.

### TEF Promoter Engineering

Additional variants of a weak TEF promoter (TEFpmut7) [32] were generated via error-prone PCR using the Genemorph II Random Mutagenesis Kit from Stratagene and primers 33 and 34. Six reactions containing differing template concentrations were combined to create 2 libraries of differing error rates (**Table S7**). Libraries were cleaned using the QIAquick PCR Purification Kit and cut with SacI and XbaI restriction enzymes (New England Biolabs). Fragments were ligated into a yeast expression vector upstream of the yECitrine fluorescent gene. 150 ng of each ligation was transformed into competent *E. coli* and plated onto LB agar plates containing 100 µg/mL ampicillin. For each library, approximately 17,500 colonies were scraped and collected in liquid culture and diluted to an optical density of 6 using LB media, and plasmid DNA was extracted using a Qiagen miniprep kit. From each plasmid library, 50 ng DNA was transformed [52] into *S. cerevisiae* BY4741 and plated on drop out media deficient in uracil.

110 yeast colonies were isolated from the libraries and grown in minimal media deficient in uracil to an optical density of 0.5 and analyzed by FACS Calibur, compared to a control strain. Mutants displaying fluorescence between 30% and 2% of the control population and low cell-to-cell variability were isolated, and plasmid DNA was extracted using the Zymoprep Yeast Plasmid Miniprep I. These plasmids were then sequenced (primers 35 and 36, **Fig. S6**), and retransformed into yeast to confirm promoter strength. The selected promoters (Tef32, 51 and 77) have strengths of 0.10±0.01, 0.15±0.01, and 0.22±0.02 relative to a native TEF promoter.

### Real Time PCR

Relative transcription levels were quantified using real time PCR from whole cell RNA extracts. Cell lines were grown in minimal media (M-gYG418) with a starting optical density between 0.004 and 0.005 until they reached a density between 0.4 and 0.5, at which point whole cell RNA was extracted using Ambion's Ribo-Pure kit for yeast. RNA quantification was performed with a Nanodrop 2000.

The S288C cell lines used for the analysis of *HIS3* mRNA levels were grown in media supplemented with 3.75 mM 3-aminotriazole. In addition to the control plasmid (not containing the *gcn5-F221A*), promoter strengths of .07, .32, .68 and .95 were tested (AML31, 32, 34 and 39). cDNA synthesis and quantitative PCR were performed simultaneously using the iScriptTM One-Step RT-PCR Kit with SYBR Green (Bio-Rad). We followed the manufacturer's instructions, with the following modifications: 100 ng of whole cell RNA per 25 µL reaction, an extended, 15 minute reverse transcription time, and a 56°C annealing temperature. For the analysis of yECitrine mRNA levels, BY4741 p415-pPho5-yECitrine, p416-TEF_mutant_-*gcn5-F221A* cell lines were grown in minimal media. In addition to the control strain (no *gcn5-F221A*), promoter strengths of .07, .16, .32 and .68 percent were tested (AML41, 42, 46 and 49). We determined relative RNA concentration by comparing the cycle thresholds to *ALG9*, which has shown to be an ideal housekeeping gene for yeast [53]. Primers 19 and 20 were used to amplify *HIS3*, whereas 21 and 22 were used for *ALG9*. Primers 22 and 23 were used to amplify yECitrine.

Real-time PCR confirmation of microarray findings was conducted on a small scale using whole cell RNA taken from S288C cell lines grown in minimal media (**Fig. S3**). In addition to the control plasmid (no *gcn5-F221A*) and a *gcn5* null strain, a range of promoter strengths were tested (AML31 through 40 **Table S7**). cDNA synthesis was performed using Invitrogen's High Capacity cDNA reverse synthesis kit. For quantitative PCR, we used Roche's SYBR Green Master Mix, following the manufacturer's instructions with an annealing temperature of 58°C. We concentrated on four gene targets; *TKL2*, *SPL2*, *IDH2* and *ZRT1*. Primers 25 and 26 were used for *TKL2*, 27 and 28 for *SPL2*, 29 and 30 for *ZRT1*, and 31 and 32 for *IDH2*. Additionally, *GCN5* mRNA levels were measured with primers 37 and 38, and mRNA extracted from AML31, 32, 34, 35 and 39.

### Gene Expression Microarrays

Global mRNA analysis was conducted using whole cell RNA taken from S288C cell lines grown in minimal media. In addition to the control plasmid (no *gcn5-F221A*) and a *gcn5* null strain, mutant promoter strength 0.32, 0.68 and 0.95 were tested. Cell lines were grown in biological triplicate with a starting optical density of 0.0045 and harvested at a density between 0.4 and 0.5. Whole cell RNA was extracted using the Ambion Ribo-Pure kit for yeast. cRNA synthesis and fragmentation was conducted by the Genome Sequencing and Analysis Facility at the University of Texas using the Ambion MessageAmp Premier kit. Hybridization and scanning was performed by Asuragen in Austin, TX using Affymetrix Yeast 2.0 arrays. Data pre-processing and normalization was performed using the Robust Multichip Average algorithm [54], [55], [56] and Bioconductor's Affy package. Differentially expressed genes were identified using the Linear Models for Microarray Data (LIMMA) package, which resulted in 529 probe sets. Probe sets were matched with *S. cerevisiae* genes using information included in Affymetrix's Expression Console Software, resulting in 504 unique genes. The log_2_ expression data for differentially expressed probe sets are reported in **Table S1** and were deposited to Gene Expression Omnibus under accession number GSE26923.

### Measurements of mutant Gcn5p expression levels

RT-PCR was conducted using whole cell RNA extracted from S288C to determine the level of mutant Gcn5p expression relative to native Gcn5p. Two control strains, wild-type S288C and S288C *gcn5Δ* carried empty vectors. Additionally, S288C with *gcn5-F221A* expressed from varying promoter strengths (.07, .32, .68, .95, and 1.17) were used. Primers were designed such that both wild-type and mutant *GCN5* would be detected. This experiment was carried out as previously described, and average Ct values were normalized with respect to the wild-type sample. Since the sequences are similar between the wild-type and mutant, it was necessary to deduce the expression level. Specifically, we found above that ectopic expression of *gcn5-F221A* does not influence the expression of *GCN5* **(Fig. S4**). Therefore, net changes in the amount of *GCN5/gcn5-F221A* total expression as measured by RT-PCR must be due to changes in the expression of *gcn5-F221A*. This data is shown in **Fig. S2**.

### Growth Analysis for Synthetic Lethal Genes

The impact of the *gcn5* dominant mutant on synthetic lethal genes was assessed using a growth based assay and 22 BY4741 gene knockout strains. As a point of comparison, ten randomly selected, BY4741 null strains served as a control group, and were treated under the same conditions. Synthetic lethals were selected from yGcn5 interaction data, available on yeastgenome.org. Strains AML67 through AML226 (with biological triplicates) were grown in minimal media for 2 days prior to inoculating a honey-comb plate with a starting OD of 0.1. Minimal media lacking uracil was used. Optical density was measured using a Bioscreen C, as previously described. An average growth rate and standard deviation were calculated from the biological replicates. Values (**Table S2**) are reported for each synthetic lethal gene and control strains.

## Supporting Information

Figure S1 **GCN5 complementation assay to determine potential dominant mutants.** Using a BY4741 *gcn5Δ* strain, we expressed two Gcn5p mutants (*gcn5-M193A* and *F221A*) and wild-type GCN5 with varying promoter strengths. Strains were grown in minimal media and growth rate was measured using a Bioscreen C. We compared the mutant growth rates to that of the native yeast. *Gcn5-M193A* was fully functional and no difference in growth rate was observed. However, the *gcn5-F221A* mutant showed no complementation, regardless of promoter strength, making it a good candidate for a dominant mutant. This process was repeated with an S288C *gcn5Δ* strain, in which we expressed two Gcn5p mutants (*gcn5-M193A* and *E173A*) with varying promoter strengths. Again, *gcn5-M193A* was fully functional but *gcn5-E173A* is unable to complement the knockout condition, indicating this mutation interrupts catalytic activity.
(TIF)

Figure S2 **At high promoter strengths, mutant Gcn5p mRNA expression is 8 to 10 times native Gcn5p mRNA levels.** Wild-type and mutant *GCN5* mRNA levels were measured using RT-PCR and whole cell mRNA extracted from S288C wild-type, *gcn5Δ* and *gcn5-F221A* (with 5 different promoter strengths) strains. Average Ct values and standard deviation were calculated from triplicates, and mRNA levels were normalized relative to the wild-type sample. At the lowest promoter strength of .07, mutant *gcn5-F221A* is expressed at levels 2.5 fold higher than wild-type, and at the highest promoter levels of .95 and 1.17, *gcn5-F221A* is expressed at levels 8–10 fold higher than wild-type *GCN5*.
(TIFF)

Figure S3 **RT-PCR of select graded genes confirms microarray findings.** As a follow-up to the *gcn5-F221A* microarray study, 4 graded genes (TKL2, SPL2, ZRT1, IDH2) were selected for higher resolution RT-PCR analysis. RNA was extracted from S288C wild-type cells (▴), S288C *Δgcn5* (▪), S288C *Δgcn5* with p416-TEF_5_-GCN5 (**X**), and S288C with p416-TEF_x_-*gcn5 F221A* (○). Real-time PCR was performed as previously described using primers 25 to 32 for *TKL2*, *SPL2*, *ZRT1* and *IDH2* respectively. Based on the microarray study, *TKL2* was categorized as graded and up-regulated by the dominant mutant with *Δgcn5* displaying false negative behavior. Both trends are reflected in the real time PCR data for *TKL2*. *SPL2*, *ZRT1* and *IDH2* were all categorized as graded and down-regulated by the dominant mutant from the microarray data. Additionally, *Δgcn5* displayed opposite behavior for *ZRT1*. These behaviors are again reflected in the real time PCR data for these three genes. Furthermore, *ZRT1* and *IDH2* show significant gradation at a much higher promoter strength compared to *TKL2* and *SPL2*. This indicates that *TKL2* and *SPL2* are more tightly regulated by Gcn5p.

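TKL2, a transketolase of the pentose phosphate pathway, had log2 signals of 7.86 ± 0.02 in wild-type, 8.16 ± 1.67 at strength 0.32, 8.47 ± 0.73 at 0.68, 9.60 ± 0.32 at 0.95 and 7.39 ± 0.31 in the null strain (SD, n = 3 each). Its strain means rose strictly with promoter strength, and the slope had an adjusted p of 0.0728 by limma and did not pass the test. Between 0.95 and the null strain the log2 difference was 2.21 (standard error 0.61, adjusted p = 0.0132). Without gcn5-F221A 0.32 replicate 2 the adjusted p of the slope was 0.00424.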

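SPL2 had log2 signals of 9.67 ± 0.27 in wild-type, 7.84 ± 0.28 at strength 0.32, 7.31 ± 0.28 at 0.68, 7.17 ± 0.32 at 0.95 and 6.30 ± 0.21 in the null strain (SD, n = 3 each), and its slope had an adjusted p of 1.19e-05 by limma. The log2 difference from wild-type was -2.50 at 0.95 and -3.37 in the null strain. IDH2 was higher with gcn5-F221A, with a log2 difference of 0.72 (standard error 0.13, adjusted p = 0.00474) at 0.95 and 1.40 (standard error 0.13, adjusted p = 9.04e-06) in the null strain.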

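ZRT1, the high-affinity zinc transporter (YGL255W, chromosome VII from 20978 to 22108), had log2 signals of 11.08 ± 0.38 in wild-type, 10.23 ± 0.23 at strength 0.32, 10.07 ± 0.32 at 0.68, 9.25 ± 0.17 at 0.95 and 11.80 ± 0.24 in the null strain (SD, n = 3 each). The log2 difference from wild-type was -1.83 (standard error 0.21, adjusted p = 1.93e-04) at 0.95 and 0.72 (standard error 0.21, adjusted p = 0.0139) in the null strain. Of 11 measured genes of the zinc-responsive Zap1 regulon, 4 fell with gcn5-F221A, 0 rose and 7 did not pass limma's test (7 lower and 0 higher when adjusted over the list alone). ZRT2, the low-affinity zinc transporter, had -0.50 (standard error 0.10, adjusted p = 0.00513) at 0.95 and -0.77 (standard error 0.10, adjusted p = 6.71e-05) in the null strain. The camera call for the slope of the list had an adjusted p of 1.04e-04, lost with an estimated correlation (adjusted p = 0.202).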

(TIFF)

Figure S4 **Expression of gcn5-F221A does not influence expression at the native GCN5 promoter.** We sought to determine what, if any, impact, varying expression of mutant Gcn5p had on the expression of native Gcn5p. A p415-pGcn5-yECitrine plasmid, with both a short (•) and long (Δ) *GCN5* promoter, is co-expressed with the p416-TEF_x_-*gcn5-F221A* plasmid collection. In this system, fluorescent protein expression is controlled by the *GCN5* promoter. Regardless of promoter strength, we observed no change in fluorescent expression, which indicates that the p416-TEF_x_-*gcn5-F221A.*
(TIFF)

Figure S5 **Decreased growth rate of S288C caused by cycloheximide treatment of S288C is linked with Gcn5p acetylation activity.** Using an S288C wild-type strain expressing *gcn5-F221A* at varying promoter strengths (○), we measured growth rate in the presence of 0.18 µg/mL cycloheximide. As mutant expression increased, growth rate decreased and approached that of the *gcn5Δ* strain (▪). At low mutant expression levels, growth rate resembled that of the wild-type strain (▴). This demonstrates that the cellular response to cycloheximide is linked with Gcn5p acetylation. A similar impact was observed at the *HIS3* locus (**Fig. 1**), a known Gcn5p gene target.
(TIFF)

Figure S6 **Three low strength TEF promoters constructed using error prone PCR.** Three low strength TEF promoters (0.10±0.01, 0.15±0.01 and 0.22±0.02, measured relative to native TEF promoter) were constructed for this study using error-prone PCR and a fluorescence based screen. Base pair mutations compared to the native TEF promoter are shown in red, underlined text above.
(TIFF)

Figure S7 **Global acetylation at H3K18 is attenuated by expression of mutant gcn5-E173A.** Using immunofluorescence, H3K18 acetylation was assayed globally for strains harboring the *gcn5-E173* mutant expressed with varying promoter strengths (0.32, 0.68, and 0.95), along with wild-type and *gcn5Δ* cells. The primary antibody, raised in rabbit, targets H3K18ac, and the secondary antibody is an anti-rabbit IgG tagged with DyLight 649. All cells were also stained with DAPI to visualize nuclear material. Cells were imaged with both a DAPI and Cy5 filter. The *gcn5-E173A* mutant results in global attenuation of H3K18 acetylation. Using a high strength promoter, acetylation levels are very similar to that of the *gcn5Δ* strain. Average cell intensity quantification, using Metamorph software, confirms that increased *gcn5-E173A* expression decreased acetylation (average cell intensity from left to right: 133050, 89607, 48178, 37252, 32128).
(TIF)

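The log2 changes listed for each strain are differences of mean RMA signals from the control. Of the 503 entries in the copy read here, which holds fewer than the paper counts, 473 matched a gene with a kept probe set. For 469 of these 473 genes the listed value lay within 0.1 of the difference computed from the deposited signals, in each of the 4 columns, and the median absolute difference was 0.000 in each. The Pearson correlation across genes, which are not independent replicates, was 0.961 for the strain at strength 0.32, 0.978 at 0.68, 0.975 at 0.95 and 0.985 for the null strain. The sign was opposite for 1 gene at 0.32, 0 at 0.68, 1 at 0.95 and 1 in the null strain. The paper's marks class 288 entries as catalytically associated, 191 up and 97 down, 127 as non-catalytically associated, 36 as false negatives and 55 as opposite.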

Table S1 **Differentially Expressed Genes and Characterization from Global Microarray Study.** From our global microarray study, we identified 504 unique genes that were differentially expressed and statistically significant between sample sets. Here we have catalogued and characterized each of those genes and the phenomena we observed with regard to the *gcn5-F221A* dominant mutant. Gene IDs were matched from Affymetrix probe sets as previously described (**Methods**) and gene names are listed when available. Log_2_ expression change is calculated with respect to the control. Tef3, 11 and 5 promoters have strengths of 0.32, 0.68 and 0.95 respectively compared to a native TEF promoter. Catalytically associated genes are denoted with a ‘CA’, and ‘U’ for up-regulated and ‘D’ for down-regulated genes. ‘NCA’, ‘FN’, and ‘OPP’ correspond to ‘non-catalytically associated, ‘false negative’ and opposite respectively. Some genes are listed in multiple categories. ‘Uncat’ denotes a gene that cannot be categorized based on the criteria previously outlined.
(XLS)

Table S2 **Synthetic lethal gene knockouts are impacted by gcn5-F221A dominant mutant.** Growth rates for twenty-two *gcn5Δ* synthetic lethal gene knockouts were determined under varying dominant mutant expression levels using a Bioscreen C and compared to 10 randomly selected, BY4741 null strains serving as a control group. Average growth rates and standard deviations were calculated from biological triplicates. While some of the synthetic lethal strains show a graded response to the *gcn5-F221A* mutant, none of the control strains are impacted by the mutant.
(DOC)

Table S3 **Putative GCN5-Dependant Growth Inhibitors were tested for an impact with GCN5 mutant.** Previous studies have identified the following compounds and concentrations which inhibited growth of a *Δgcn5* strain compared to wild-type yeast. We tested the growth of S288C strains expressing *gcn5-F221A* in the presence of these compounds in liquid media, as described in the **Materials and Methods**.
(DOC)

Table S4 **Host Strains.** Both *E. coli* and *S. cerevisiae* strains were used in this study, as outlined in Materials and Methods. Each strain, its genotype and the source from which we obtained the strain are listed above.
(XLS)

Table S5 **Plasmid Carrying Strains.** One hundred seventy-six strains were used in this study, as outlined in Materials and Methods. Each strain has been assigned a number (AML1 through AML262), corresponding to a specific genotype, and plasmid(s) specific to the strain.
(XLS)

Table S6 **Primer sequences.** Primers used throughout this study are listed here.
(DOC)

Table S7 **Reaction conditions for error-prone PCR.** Three new low strength mutant TEF promoters were developed for this study (**Fig. S2**) using error-prone PCR and a fluorescence based screen. The error-prone PCR conditions (shown above) resulted in a mutation rate between 4 and 13.5 per kilobase.
(DOC)

Discussion S1

Discussion S2

Discussion S3

Discussion S4

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Table S2 — Synthetic lethal gene knockouts are impacted by gcn5-F221A dominant mutant. Growth rates for twenty-two gcn5Δ synthetic lethal gene knockouts were determined under varying dominant mutant expression levels using a Bioscreen C and compared to 10 randomly selected, BY4741 null strains serving as a control group. Average growth rates and standard deviations were calculated from biological triplicates. While some of the synthetic lethal strains show a graded response to the gcn5-F221A mutant, none of the control strains are impacted by the mutant.

Table S2

| ***gcn5* synthetic lethal** | **Control growth rate (1/h)** | **.16 growth rate (1/h)** | **.32 growth rate (1/h)** | **.68 growth rate (1/h)** | **.95 growth rate (1/h)** |
| --- | --- | --- | --- | --- | --- |
| *ccr4* | .225 ± .003 | .218 ± .007 | .192 ± .000 | .180 ± .003 | .168 ± .001 |
| *eaf7* | .252 ± .003 | .225 ± .001 | .232 ± .002 | .225 ± .001 | .208 ± .003 |
| *elp3* | .229 ± .001 | .220 ± .002 | .212 ± .002 | .208 ± .001 | .208 ± .002 |
| *hhf2* | .249 ± .003 | .234 ± .004 | .222 ± .001 | .209 ± .002 | .206 ± .002 |
| *hht2* | .253 ± .006 | .227 ± .022 | .238 ± .004 | .209 ± .006 | .221 ± .009 |
| *hsl1* | .260 ± .006 | .250 ± .004 | .244 ± .002 | .228 ± .009 | .222 ± .013 |
| *hsl7* | .244 ± .001 | .232 ± .004 | .243 ± .005 | .216 ± .007 | .197 ± .003 |
| *iki3* | .225 ± .002 | .217 ± .002 | .219 ± .003 | .208 ± .002 | .206 ± .003 |
| *leu2* | .255 ± .004 | .237 ± .004 | .232 ± .002 | .227 ± .002 | .219 ± .001 |
| *mot2* | .271 ± .008 | .248 ± .005 | .258 ± .006 | .234 ± .003 | .230 ± .003 |
| *nam2* | .233 ± .001 | .228 ± .003 | .235 ± .000 | .217 ± .005 | .219 ± .000 |
| *not5* | .259 ± .002 | .246 ± .003 | .244 ± .001 | .230 ± .001 | .221 ± .002 |
| *paa1* | .245 ± .005 | .236 ± .004 | .195 ± .004 | .188 ± .005 | .197 ± .010 |
| *pap2* | .263 ± .005 | .250 ± .002 | .246 ± .002 | .236 ± .001 | .232 ± .006 |
| *pho23* | .231 ± .003 | .228 ± .001 | .218 ± .004 | .219 ± .004 | .210 ± .003 |
| *rad6* | .193 ± .008 | .180 ± .002 | .176 ± .005 | .163 ± .004 | .159 ± .002 |
| *rpd3* | .260 ± .003 | .247 ± .005 | .240 ± .002 | .232 ± .002 | .222 ± .003 |
| *rtt109* | .204 ± .003 | .167 ± .010 | .154 ± .007 | .131 ± .006 | .131 ± .004 |
| *rsc2* | .209 ± .013 | .194 ± .001 | .194 ± .004 | .167 ± .006 | .158 ± .000 |
| *sin3* | .195 ± .001 | .183 ± .002 | .186 ± .008 | .162 ± .022 | .173 ± .005 |
| *snf2* | .176 ± .003 | .161 ± .012 | .139 ± .020 | .146 ± .002 | .152 ± .019 |
| *spt20* | 0.149 ± .001 | 0.144 ± .002 | 0.151 ± .002 | 0.142 ± .002 | 0.140 ± .004 |
| **Random BY4741 null strains** | **Control growth rate (1/h)** | **.16 growth rate (1/h)** | **.32 growth rate (1/h)** | **.68 growth rate (1/h)** | **.95 growth rate (1/h)** |
| *cad1* | .155 ± .022 | .128 ± .070 | .190 ± .018 | .163 ± .028 | .175 ± .024 |
| *hpa2* | .124 ± .006 | .161 ± .024 | .139 ± .006 | .138 ± .024 | .132 ± .007 |
| *lsb3* | .136 ± .039 | .131 ± .042 | .130 ± .007 | .131 ± .006 | .132 ± .003 |
| *nma2* | .163 ± .031 | .141 ± .015 | .147 ± .022 | .114 ± .014 | .160 ± .007 |
| *nup170* | .125 ± .014 | .135 ± .023 | .151 ± .023 | .110 ± .014 | .159 ± .020 |
| *rpl20b* | .120 ± .034 | .113 ± .019 | .128 ± .063 | .125 ± .011 | .152 ± .018 |
| *vps28* | .147 ± .017 | .138 ± .023 | 0.139 ± .018 | .145 ± .002 | 0.126 ± .043 |
| YBR287W | .154 ± .021 | .172 ± .022 | .144 ± .033 | .144 ± .002 | .138 ± .034 |
| YML131W | .138 ± .009 | .120 ± .007 | .144 ± .031 | .166 ± .016 | .126 ± .022 |
| YNL234W | .141 ± .019 | 0.164 ± .017 | 0.165 ± .040 | 0.154 ± .020 | 0.154 ± .039 |

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Table S3 — Putative GCN5-Dependant Growth Inhibitors were tested for an impact with GCN5 mutant. Previous studies have identified the following compounds and concentrations which inhibited growth of a Δgcn5 strain compared to wild-type yeast. We tested the growth of S288C strains expressing gcn5-F221A in the presence of these compounds in liquid media, as described in the Materials and Methods .

Table S3

| Putative *GCN5*-Dependent Growth Inhibitor | Test Culture Concentration | Previous Study Type | Previous Media Type |
| --- | --- | --- | --- |
| Ethanol | 6% w/v | High throughput | Solid |
| Cycloheximide | 0.18μg/mL | High throughput | Solid |
| Sulfanilamide | 200μg/mL | High throughput | Liquid |
| 5-Fluorouracil | 15μg/mL | High throughput | Solid |
| KCl | 1M | Individual | Solid |
| CaCl2 | 0.25M | Individual | Solid |
| MnCl2 | 4mM | Individual | Solid |
| MnCl2 | 8mM | Individual | Solid |
| MnCl2 | 40mM | Individual | Solid |
| MnCl2 | 200mM | Individual | Solid |

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Table S6 — Primer sequences. Primers used throughout this study are listed here.

**Table S6**

| **Primer** | **Sequence** |
| --- | --- |
| 1 | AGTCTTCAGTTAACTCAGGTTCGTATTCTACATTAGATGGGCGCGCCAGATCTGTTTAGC |
| 2 | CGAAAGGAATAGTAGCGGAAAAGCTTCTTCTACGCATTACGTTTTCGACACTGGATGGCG |
| 3 | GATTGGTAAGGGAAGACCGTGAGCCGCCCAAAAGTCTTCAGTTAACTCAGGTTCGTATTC |
| 4 | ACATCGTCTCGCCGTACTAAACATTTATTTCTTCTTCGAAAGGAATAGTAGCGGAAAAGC |
| 5 | CGGGGATTCCCAATACGAGGTCGCC |
| 6 | CCTCAATTGATCACATCGTCTCGCCGTAC |
| 7 | CAGAAACTTCTCGACAGACGTCGCGG |
| 8 | GTAGGGCGTAATGATGTTTGCTTGTCAAC |
| 9 | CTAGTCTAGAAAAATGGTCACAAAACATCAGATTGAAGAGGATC |
| 10 | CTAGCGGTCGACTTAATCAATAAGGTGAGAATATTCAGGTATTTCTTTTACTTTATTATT |
| 11 | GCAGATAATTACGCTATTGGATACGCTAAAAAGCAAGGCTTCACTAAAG |
| 12 | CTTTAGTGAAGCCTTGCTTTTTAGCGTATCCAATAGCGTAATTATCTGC |
| 13 | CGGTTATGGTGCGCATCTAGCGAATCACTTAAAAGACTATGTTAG |
| 14 | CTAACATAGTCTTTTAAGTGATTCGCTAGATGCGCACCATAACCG |
| 15 | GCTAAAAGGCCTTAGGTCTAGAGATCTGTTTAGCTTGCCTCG |
| 16 | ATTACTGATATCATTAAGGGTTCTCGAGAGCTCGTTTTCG |
| 17 | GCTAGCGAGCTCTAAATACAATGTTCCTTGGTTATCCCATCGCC |
| 18 | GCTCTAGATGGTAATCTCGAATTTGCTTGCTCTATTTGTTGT |
| 19 | ACGACCATCACACCACTGAAGACT |
| 20 | CCAAAGGCGCAAATCCTGATCCAA |
| 21 | ATCGTGAAATTGCAGGCAGCTTGG |
| 22 | CATGGCAACGGCAGAAGGCAATAA |
| 23 | TTCTGTCTCCGGTGAAGGTGAA |
| 24 | TAAGGTTGGCCATGGAACTGGCAA |
| 25 | CCAACTTTGCCGCCACTTAT |
| 26 | TTGTAAGCAACCATCCCCTACA |
| 27 | ACATCGCAGTCACAATCTCTCAGT |
| 28 | CATGGGCGAGCTTGCTTAAA |
| 29 | AGTAGCGTCTGGGTTGAAAGAAAGTA |
| 30 | CAGTGTTTCTCACAACAGTGTCTTTAAT |
| 31 | TGACATTGAGAAAAACATTTGGGTTA |
| 32 | TCAACGTTTTCGTAAGTGGTCTTAA |
| 33 | CCTCACTAAAGGGAACAAAAGCTG |
| 34 | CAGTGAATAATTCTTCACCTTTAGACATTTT |
| 35 | TGTTGTGTGGAATTGTGAGC |
| 36 | TAGCATCACCTTCACCTTCAC |
| 37 | CGGCTGGACTCCCGAGAT |
| 38 | TTGTAGCTCTGTGAGTATATTCTGTATTGC |
| 39 | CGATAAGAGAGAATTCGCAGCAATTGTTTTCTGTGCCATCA |
| 40 | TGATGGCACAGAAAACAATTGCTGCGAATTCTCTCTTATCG |
| 41 | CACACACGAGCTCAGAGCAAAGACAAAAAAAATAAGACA |
| 42 | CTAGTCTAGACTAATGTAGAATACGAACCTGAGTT |
| 43 | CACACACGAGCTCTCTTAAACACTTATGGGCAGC |

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Table S7 — Reaction conditions for error-prone PCR. Three new low strength mutant TEF promoters were developed for this study (Fig. S2) using error-prone PCR and a fluorescence based screen. The error-prone PCR conditions (shown above) resulted in a mutation rate between 4 and 13.5 per kilobase.

**Table S7**

| Reaction | Library | Plasmid Template (ng) | Mutation Rate (1/kb) |
| --- | --- | --- | --- |
| 1 | Low | 30.18 | 7.5 +/- 3.5 |
| 2 | 9.62 |
| 3 | 3.07 |
| 4 | High | 0.98 | 9.2 +/- 4.3 |
| 5 | 0.31 |
| 6 | 0.10 |

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Discussion S1

***gcn5-E173A*, a second dominant mutant**

We sought to demonstrate that the graded dominant mutant approach is generic, and that the loss of catalytic activity in *gcn5-F221A* was not unique to this particular mutation. We selected a third *gcn5* mutation, E173A. In a previous study, a three amino acid stretch (FAE 171-173) was mutated to alanine, resulting in a loss of catalytic activity [[1]](#_ENREF_14). This mutant *gcn5* protein, along with *gcn5-M193A,* was cloned into yeast expression vectors with varying promoter strengths and a G418 resistance gene. Plasmids were transformed into the S288C*Δgcn5* strain. *gcn5-M193A* was selected as a control experiment because previous results indicate this mutant is fully active. One again, we performed a complementation assay and tested for growth rate in the presence of 3-aminotriazole. We observed that the *gcn5*-*E173A* mutant is unable to complement *gcn5Δ* and behaves similar to the knockout strain. As expected, the *M193A* mutants exhibited the same growth rates as the control strain regardless of promoter strength (**Fig. S1**). Again, we used PISA to determine that the E173A mutation results in no change to Gcn5p Gibbs Free energy.

As further validation that *gcn5-E173A* functions as a graded dominant mutant able to competitively inhibit native Gcn5p, we assayed for global histone acetylation. H3K18 is a common acetylation target for Gcn5p and acetylation of this site can be quantified using immunofluorescence. Strains harboring the *gcn5-E173A* mutant expressed with varying promoter strengths (0.32, 0.68, and 0.95) were assayed, along with wild-type and *gcn5Δ* cells. The primary antibody, raised in rabbit, targets H3K18ac, and the secondary antibody is an anti-rabbit IgG tagged with DyLight 649. All cells were also stained with DAPI to visualize nuclear material. Cells were imaged with both a DAPI and Cy5 filter. As shown in **Fig. S7**, the *gcn5-E173A* mutant results in global attenuation of H3K18 acetylation. Using a high strength promoter, acetylation levels are very similar to that of the *gcn5Δ* strain. Average cell intensity was quantified using Metamorph software. For the wild-type, *gcn5-E173A* (0.32, 0.68, and 0.95) and *gcn5Δ* cells, average cell intensities are 133050, 89607, 48178, 37252 and 32128 respectively. These results indicate that like *gcn5-F221A*, this second, graded dominant mutant is able to competitively inhibit Gcn5p and directly interfere with acetylation activity. Moreover, these results suggest that this same analysis could have been conducted using this mutant in place of *gcn5-F221A*, thus illustrating the only two requirements of this approach: a dominant mutation and a promoter library.

**References**

1. Wang L, Liu L, Berger SL (1998) Critical residues for histone acetylation by Gcn5, functioning in Ada and SAGA complexes, are also required for transcriptional function in vivo. Genes Dev 12: 640-653.

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Discussion S2

**Real-Time PCR for select graded genes**

Our global microarray study identified 288 genes whose expression levels were impacted by the *gcn5-F221A* dominant mutant. We selected 4 of these graded genes; *TKL2*, *SPL2*, *IDH2* and *ZRT1*, and quantified the impact of dominant mutant expression on mRNA levels using real-time PCR. These tests confirmed the results of the microarray study, while adding better resolution by including additional promoter strengths. These results are depicted in **Fig. S3**. As an additional complementation control, we included a p416-TEF5-*GCN5* wild-type plasmid transformed into *gcn5Δ*. The cycle threshold values for this complementation control match very closely with that of the wild-type yeast, indicating that the observed differences in gene expression in both this study and the microarray study are not an artifact of replicative plasmids expressing high levels of Gcn*5*p.

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Discussion S3

**Chromatin DB systems analysis of microarray data**

We sought to determine which covalent chromatin modifications, if any, were enriched or depleted under the various conditions explored in our microarray experiment. Using Chromatin DB [[1]](#_ENREF_16), which utilizes the Bonferroni Correction, we examined those genes (1) differentially expressed between the wild-type and knockout, (2) graded by *gcn5-F221A*, (3) differentially expressed between the wild-type and knockout, but not graded (non-catalytically associated), (4) graded but not differentially expressed between the wild-type and knockout (False negatives), and (5) genes with knockout expression levels opposite the expression levels in the presence of the *gcn5-F221A* mutant (opposites). We have catalogued those statistically significant covalent modifications for which each data set is enriched and depleted with corrected p values in parentheses.

1. Differentially expressed (DE) genes between wild-type & knockout

No significant enrichment or depletion of chromatin

DE genes between wild-type & knockout, up-regulated in knockout

Depletion: H4Nterm ac (<10-3)

DE genes between wild-type & knockout, down-regulated in knockout

Enrichment: H3K4me2 (<10-4)

Depletion: H3 occupancy (<10-4), H4 occupancy (<10-3)

DE genes between wild-type & knockout, no grading observed

No significant enrichment or depletion of chromatin

1. Graded genes compared to wild-type

No significant enrichment or depletion of chromatin

Graded up compared to wild-type

Depletion: H3K18ac (<10-3), H3K14ac (<10-3)

Graded up, early

No significant enrichment or depletion of chromatin

Graded up, late

Depletion: H2AK7ac (<10-4), H2BK11ac (<10-4), H2BK16ac (<10-3), H3K14ac (<10-4), H3K18ac (<10-4), H3K23ac (<10-4)

Graded down compared to wild-type

Depletion: H4 occupancy (<10-3)

Graded down, early

No significant enrichment or depletion of chromatin

Graded down, late

Depletion: H4 occupancy (<10-3)

Graded up compared to wild-type, no change in knockout

No significant enrichment or depletion of chromatin

Graded down compared to wild-type, no change in knockout

No significant enrichment or depletion of chromatin

1. Non-catalytically associated genes (differentially expressed in knockout, no gradation)

Depletion: H2AZ occupancy (<10-3)

1. False negative genes

Depletion: H2BK11ac (<10-3), H2BK16ac (<10-3), H3K18ac (<10-4), H3K14ac (<10-4), H3K23ac (<10-4),

1. Opposite genes

Depletion: H4K16ac (<10-3), H2AZ occupancy (<10-3)

**References**

1. O'Connor TR, Wyrick JJ (2007) ChromatinDB: a database of genome-wide histone modification patterns for Saccharomyces cerevisiae. Bioinformatics 23: 1828-1830.

# Supplementary material for: Linking Yeast Gcn5p Catalytic Function and Gene Regulation Using a Quantitative, Graded Dominant Mutant Approach
**Source:** PLoS One. 2012 Apr 27;7(4):e36193. doi: 10.1371/journal.pone.0036193
**Supplement:** Discussion S4

**Cytoscape BiNGO 2.44 systems analysis of microarray data**

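The 25 lists of genes were written before the arrays were examined but after the paper and its listed values were read. They are thus not fully independent of these arrays. Camera with the preset correlation called 12 of them in the null strain and 11 for the slope over gcn5-F221A. Of the cell wall proteins, 17 of 33 rose in the null strain and 3 fell (19 and 4 when adjusted over the list alone), such as YPS3, an aspartic protease, at a log2 difference of 2.28 (adjusted p = 3.20e-06) and PIR3 at 1.85 (adjusted p = 7.68e-05). Amino acid genes activated by Gcn4 rose in 16 of 44 cases and fell in 2 (17 and 2 when adjusted over the list alone), with SER3, of serine synthesis, at 1.24 (adjusted p = 1.28e-05) and ARO3, of aromatic amino acid synthesis, at 0.82 (adjusted p = 2.93e-04). With gcn5-F221A, 6 of these 44 fell and 0 rose (6 and 0 when adjusted over the list alone), with THR1, homoserine kinase, at -0.42 (adjusted p = 0.00271). Camera's adjusted p in the null strain was 1.54e-04 for cell wall proteins and 0.00438 for Gcn4 targets, and with an estimated correlation 0.237 and 0.41. With an estimated correlation 1 list held in the null strain, the haploid-specific genes, and 0 for the slope, while fry called 19 and 8 lists at an adjusted p under 0.05.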

From our microarray study, we sought to determine which cellular processes, if any, were related to the observed cellular phenomena. Using Cytoscape BiNGO version 2.44 [[1]](#_ENREF_17), we examined the over represented cellular processes (**ORCP**) and underrepresented cellular processes (**URCP**) for subsets of genes. We examined those genes (1) differentially expressed between the wild-type and knockout, (2) catalytically associated, (3) differentially expressed between the wild-type and knockout, but not catalytically associated, (4) catalytically associated but not differentially expressed between the wild-type and knockout (False negatives), and (5) genes with knockout expression levels opposite the expression levels in the presence of the *gcn5-F221A* mutant (opposites). Statistically significant ORCPs and URCPs are reported below, with corrected p values calculated for false discovery rates in parentheses, except in the case of the false negatives and opposites for which there were no statistically significant ORCPs or URCPs.

1. Differentially expressed (DE) genes between wild-type & knockout

ORCP: cell wall (2.10e-4), conjugation (4.83e-2), extra-cellular region (4.94e-4), plasma membrane (1.57e-4)

URCP: cytoplasm (9.03e-10), DNA metabolic process (6.93e-4), triplet codon-amino acid adaptor activity (3.89e-5), endomembrane system (2.31e-2), ribosome (8.88e-4), mitochondrial envelope (3.55e-2), response to stress (1.74e-2), chromosome segregation (3.55e-2), golgi apparatus (3.55e-2), protein complex biogenesis (3.55e-2), translation (2.34e-2), structural molecule activity (3.55e-2)

DE genes between wild-type & knockout, up-regulated in knockout

ORCP: cell wall (1.80e-3)

URCP: cytoplasm (5.29e-3),DNA metabolic process (5.29e-3),triplet codon-amino acid adaptor activity (1.42e-2),translation (3.13e-2),nucleolus (2.40e-2), nucleus (8.55e-3), ribosome biogenesis (5.29e-3), RNA binding (6.51e-4), RNA metabolic process (3.49e-4)

DE genes between wild-type & knockout, down-regulated in knockout

ORCP: nucleolus (4.39e-5), ribosome biogenesis (3.05e-4), conjugation (3.14e-4), plasma membrane (3.60e-3), extra-cellular region (2.02e-2), RNA metabolic process (4.05e-2)

URCP: cytoplasm (2.65e-7),response to stress (1.04e-2), triplet codon-amino acid adaptor activity (2.17e-2), protein binding (2.17e-2), mitochondrial envelope (2.17e-2), structural molecule activity (2.17e-2), ribosome (2.17e-2), golgi apparatus (3.70e-2), protein complex biogenesis (3.70e-2)

DE genes between wild-type & knockout, no grading observed

URCP: RNA metabolic process (3.32e-2), RNA binding (3.32e-2)

2. Graded genes compared to wild-type

ORCP: oxidoreductase activity (3.00e-2)

URCP: triplet codon-amino acid adaptor activity (2.71e-5), cytoplasm (3.27e-3), translation (1.42e-5), ribosome (8.70e-4), structural molecule activity (2.25e-2)

Graded up compared to wild-type

ORCP: Oxidoreductase activity (8.86e-3), cellular protein catabolic process (3.16e-2)

URCP: RNA binding (2.28e-2), triplet codon-amino acid adaptor activity (3.11e-3), Ribosome biogenesis (3.11e-3), RNA metabolic process (4.48e-3), translation (7.53e-5), heterocycle metabolic process (1.1e-2), ribosome (2.28e-2), nucleolus (2.28e-2)

Graded up compared to wild-type, no change in knockout

ORCP: mitochondrial envelope (1.71e-2)

URCP: translation (1.10e-2)

Graded down compared to wild-type

ORCP: Nucleolus (2.53e-7), Ribosome biogenesis (5.51e-6), RNA metabolic process (6.93e-3), plasma membrane (2.52e-2)

URCP: Cytoplasm (2.87e-4), protein binding (3.09e-2), response to stress (3.09e-2), mitochondrial envelope (4.48e-2), structural molecule activity (4.48e-2)

3. Non-catalytically associated genes (differentially expressed in knockout, no gradation)

ORCP: Conjugation (1.55e-4), plasma membrane (1.55e-4), extracellular region (3.08e-3), cell wall (6.16e-3), membrane (1.83e-2)

URCP: Cytoplasm (1.00e-5), DNA metabolic process (1.97e-2), protein modification process (1.97e-2), RNA binding (3.63e-2), nucleus (2.66e-2), triplet codon-amino acid adaptor activity (3.47e-2), response to stress (3.63e-2), ribosome (3.63e-2)

4. False negative genes

No functional enrichment/depletion of cellular processes detected.

5. Opposite genes

No functional enrichment/depletion of cellular processes detected.

| **Gene Category** | **ORCP** | **Yeast Gene IDs** |
| --- | --- | --- |
| Differentially expressed (DE) genes between wild-type & knockout | Cell wall | YDR055W YJL171C YIR039C YJR004C YNR044W YBR067C YLR042C YKL163W YLR194C YJL052W YLR040C YIL011W YOR382W YGR189C YMR008C YMR006C YDR077W |
| conjugation | YCL027W YBL016W YNR044W YJR004C YNL279W YBR083W YIL037C YHR005C YKL178C YFR008W YLR452C YJL157C YGL089C |
| Extra-cellular region | YDR055W YNR044W YBR067C YJR004C YKL163W YLR042C YPL123C YLR040C YIL011W YOR382W YGR189C YHR057C YMR006C YGL089C YDR077W |
| Plasma membrane | YPL265W YAR033W YDR055W YBR021W YGL053W YCL027W YNL279W YBL042C YLR194C YAR027W YMR319C YPR194C YML123C YLR214W YOL020W YOR101W YJL219W YMR008C YFL051C YLR452C YLR121C YAR031W YFL041W YBR068C YIR039C YPR124W YCL048W YIR032C YPL058C YHR005C YPR192W YOL156W YKL178C YGR121C YDR508C YLR413W YOL152W |
| DE genes between wild-type & knockout, up-regulated in knockout | Cell Wall | YIL011W YOR382W YJL171C YDR055W YIR039C YGR189C YKL163W YLR194C YMR008C YJL052W YDR077W |
| DE genes between wild-type & knockout, down-regulated in knockout | Nucleolus | YLR068W YIL127C YNL175C YGR280C YBL028C YNL124W YIL096C YDR021W YMR131C YBR247C YJL050W YJL033W YBR141C YJL109C YGL029W YGR159C YKL078W YLR145W YMR128W YAL059W YCR072C |
| Ribosome biogenesis | YBR267W YLR068W YGR280C YNL124W YNL112W YDR101C YDR021W YMR131C YBR247C YJL050W YHR197W YJL033W YJL109C YGL029W YLR059C YNL182C YGR159C YKL078W YLR145W YCR018C YMR128W YAL059W YCR072C |
| Conjugation | YKL178C YBL016W YCL027W YNR044W YJR004C YNL279W YBR083W YLR452C YIL037C YJL157C YGL089C YHR005C |
| Plasma membrane | YFL041W YBR021W YPR124W YCL027W YNL279W YBL042C YIR032C YHR005C YPR192W YMR319C YKL178C YML123C YLR214W YOL020W YOR101W YGR121C YLR452C YDR508C YLR413W YOL152W |
| Extracellular region | YHR057C YBR067C YNR044W YJR004C YLR042C YMR006C YGL089C YLR040C |
| RNA metabolic process | YNL141W YLR068W YJL050W YJL033W YJL109C YOL124C YNL182C YGR159C YLR145W YKL078W YMR128W YCR072C YBR267W YOL125W YOL066C YIL131C YGR280C YNL040W YNL124W YNL112W YDR021W YLR298C YMR131C YBR247C YHR197W YLR059C YGL029W YCR018C YAL059W YGR129W YDR465C |
| Graded genes compared to wild-type | Oxidoreductase activity | YPL171C YNL274C YER069W YKL107W YLL041C YML131W YGL055W YOR136W YJL052W YOR374W YNL037C YLR214W YIR036C YGR234W YIR038C YEL024W YJR096W YAL061W YLR460C YCL026C-B YIL155C YIL111W YMR118C YGR088W YBR026C YDL085W YCR102C YOR120W YOL152W |
| Graded up compared to wild-type | Oxidoreductase activity | YNL274C YPL171C YER069W YLL041C YML131W YKL107W YCL026C-B YIL155C YOR136W YJL052W YIL111W YOR374W YMR118C YGR088W YNL037C YBR026C YIR036C YDL085W YIR038C YEL024W YJR096W YAL061W YOR120W |
| Cellular protein catabolic process | YOR173W YFR053C YGR161C YIL155C YDR003W YPL002C YOR185C YGL156W YFR050C YLR178C YBR214W YKR098C YER054C YGR088W YJL020C YMR174C YDR358W YGL180W YIR038C YAL061W |
| Graded up compared to wild-type, no change in knockout | Mitochondrial envelope | YIL136W YDL142C YEL039C YJL161W YIL155C YJL066C YIL111W YER004W YMR118C YPL004C YDR178W YBR147W YDL085W YDR236C YIR038C YKL087C YEL024W |
| Graded down compared to wild-type | Nucleolus | YLR068W YIL127C YMR290C YNL175C YGR280C YBL028C YMR269W YDR021W YDL148C YMR131C YJL050W YJL109C YGL029W YGR159C YKL078W YLR145W YPL157W YMR128W YAL059W YGR245C |
| Ribosome biogenesis | YLR068W YMR290C YGR280C YNL112W YDR101C YMR269W YDR021W YLR074C YDL148C YMR131C YJL050W YHR197W YJL109C YGL029W YGR159C YKL078W YLR145W YPL157W YMR128W YAL059W YGR245C |
| RNA Metabolic process | YNL141W YLR068W YMR290C YDL201W YDL148C YJL050W YJL109C YGR159C YLR145W YKL078W YMR128W YOL066C YOL125W YIL131C YGR280C YNL112W YDR021W YMR269W YLR298C YMR131C YHR197W YGL029W YPL157W YAL059W YGR129W YDR465C |
| Plasma membrane | YBR294W YBR021W YOR273C YPR124W YGL255W YMR319C YHL016C YPR194C YML123C YLR214W YOL020W YGR121C YLR413W YOL152W |
| Non-catalytically associated genes (differentially expressed in knockout, no gradation) | Plasma membrane | YAR033W YFL041W YBR068C YGL053W YCL027W YNL279W YBL042C YCL048W YLR194C YPL058C YIR032C YHR005C YPR192W YOL156W YKL178C YOR101W YJL219W YFL051C YLR452C YLR121C YDR508C YAR031W |
| Conjugation | YKL178C YBL016W YCL027W YNR044W YJR004C YNL279W YBR083W YLR452C YIL037C YJL157C YGL089C YHR005C |
| Extracellular Region | YOR382W YGR189C YHR057C YBR067C YNR044W YJR004C YLR042C YGL089C YLR040C |
| Cell Wall | YOR382W YJL171C YGR189C YBR067C YNR044W YJR004C YLR042C YLR194C YLR040C |
| Membrane | YDR492W YGL053W YBL042C YLR040C YJL082W YJL037W YLR050C YAR035W YJL157C YBR222C YAR031W YNR065C YCL048W YIR032C YFL054C YCL021W-A YER100W YDR366C YGR189C YDL072C YDR508C YNR066C YAR033W YJL171C YPL156C YCL027W YJR004C YBR067C YNL279W YLR042C YLR194C YIL037C YPL057C YEL004W YOR382W YLR145W YOR101W YFL051C YJL219W YLR121C YLR452C YHL026C YFL041W YBR068C YER060W YNR044W YDR034C-A YPL058C YHR005C YPR192W YDR275W YOL156W YKL178C YDR218C |

**References**

1. Maere S, Heymans K, Kuiper M (2005) BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics 21: 3448-3449.

How the deposited data were processed for this re-analysis (not part of the article)

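RNA of 5 strains of S. cerevisiae S288C (MATα), with 3 biological replicates of each, was measured on 15 Affymetrix Yeast 2.0 arrays. The strains were wild-type and gcn5 null, both with the control plasmid, and wild-type carrying gcn5-F221A at promoter strengths 0.32, 0.68 and 0.95. The authors made log2 signals by RMA, with background correction, quantile normalization over all probe sets of the array and a summary per probe set. The values were used as deposited, and no array was left out. The array carries S. pombe probe sets, which S. cerevisiae RNA is not meant to bind. Their median signal was 3.48 and their 95th percentile 5.18, against a median of 9.55 for S. cerevisiae probe sets, and 223 of 5449 genes had a mean below 5.18.

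Probe sets were joined to genes through the array's gene table, and positions are those of assembly R64. Where a gene had several probe sets (47 genes), the brightest was used. Replicate numbers were not treated as pairs, since of 15 arrays only 5 correlated best with arrays of their own number after strain means were removed, and the mean correlation was -0.070 between arrays of the same number and 0.041 between others. No 2 arrays held identical values.

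The model was fitted in R 4.3.3 with limma 3.58.1, with a mean for each of 5 strains and moderated variances. The comparisons were gcn5 null and each strength against wild-type, strength 0.95 against the null strain and against 0.32, and the linear slope over strengths 0, 0.32, 0.68 and 0.95. Adjusted p-values are Benjamini and Hochberg's over 5449 genes, with a threshold of 0.05. Over 2-fold means an absolute log2 difference over 1. A gene was called non-catalytically associated when it changed over 2-fold in the null strain and its slope did not pass, and a false negative when its slope passed, its null difference did not, and 0.95 differed from the null strain in the direction of the slope. It was called opposite when slope and null difference both passed with different signs. A low threshold was called when a graded gene had changed at 0.32, and a high one when it had not and 0.95 differed from 0.32. The 25 gene lists were tested with camera, at a preset correlation of 0.01 and at an estimated one, and with fry.

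Genes named in the text follow a rule set before the data were examined: GCN5, the genes that the paper names for its arrays, the 10 largest rises and falls among called genes for the null strain, for 0.95 and for the slope where the 3 arrays of each strain did not overlap, and up to 4 called members of each list with the largest changes. The values of Table S1 had been read before that rule was set. YKL151C and YGR066C could not be matched to a probe set.

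The median residual SD was 0.151 on the log2 scale. The procedure was tested on simulated data with 200 genes planted for each kind and direction of change at a log2 size of 1.5. It found 395 of 400 graded genes, 398 of 400 null changes and 191 of 200 opposite genes, and of 4449 unchanged genes it called 18 graded and 32 changed in the null strain. The simulated noise was independent between genes and had one SD per gene in all arrays. In the data the mean SD per gene ran from 0.120 in the null strain to 0.288 at 0.68. These rates test the procedure and do not carry over to the data.

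Alternatives covered the probe sets tested, a filter on dim genes, 2 further normalizations, variance moderation with a trend and robust fitting, array weights, the mean of a gene's probe sets, the replicate number as a block, the arrays in the fit, unadjusted p-values, a test against a fold change of 1.2, other definitions of a graded gene, the rank of the strength, and leaving out each array. Array weights were estimated gene by gene, because the REML estimate did not converge. The plots were drawn with matplotlib 3.10.9.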

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

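The test of weaker pheromone signalling and the choice of HMLALPHA1 and RME1 came only after the result was seen.

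Mating genes that the paper lists only in its supplements were low in the null strain: MF(ALPHA)2, an alpha-factor gene, differed by -4.91 from wild-type and HO, the mating-type switching endonuclease, by -1.91 (log2). All 5 alpha-specific genes fell (5 when adjusted over the list alone, camera adjusted p = 8.00e-07, and adjusted p = 0.0562 with an estimated correlation). Cells of a/alpha type would express a1, and its transcript (HMRA1) differed by 0.06 (upper 95% end 0.24), but its signals of 2.71 and 2.77 lie below the S. pombe 95th percentile of 5.18, so the test holds only as far as this probe set responds; RME1, which a1-alpha2 represses, was at 0.36 (adjusted p = 0.0561). Weaker pheromone signalling alone cannot be told apart, since 9 haploid-specific genes outside the pheromone list had a median of -0.34 and ranged from -1.91 to 0.36. HMLALPHA1, the activator of alpha-specific genes, differed by -0.82 (adjusted p = 0.0351), and a lower level of it stays open as an untested explanation, as does a direct effect of losing Gcn5p.

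Stress genes of the Msn2/4 list rose with gcn5-F221A in 38 of 60 cases, fell in 3 and did not pass in 19, with a median slope of 1.06 per unit of strength (camera adjusted p = 2.58e-16, lost with an estimated correlation at adjusted p = 0.459). With each array's 5' minus 3' signal as a covariate the median slope was 0.95, which is 89.3% (72.6% to 111.6% without single arrays), and 31 genes rose in place of 38. With the mean of the ribosome biogenesis list as a measure of growth stage the median slope was 0.85, which is 79.9% (69.5% to 125.0%), and 19 genes rose, with quartiles of 0.46 to 1.11 after and 0.71 to 1.39 before. Both percents and their lowest values lie above the bound set beforehand for either as the whole cause, the graded count over all genes went from 853 to 1245 and to 929 with these covariates, and within strains the list correlated with the 5' minus 3' signal at 0.14 and with ribosome biogenesis at -0.49; a part from RNA quality or growth stage at harvest cannot be told apart from the strain, since the lowest values miss the other bound, set beforehand to exclude them. An effect of Gcn5p acetyltransferase activity stays open as the biological explanation.

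The 2 effects of altered GCN5, at strength 0.95 and in the null strain, differed for several genes by limma's test of the difference itself. YGR109W-A, a Ty3 frame, was higher at 0.95 than in the null strain by a log2 difference of 3.52 (adjusted p = 2.15e-09). SHH3, a homolog of a succinate dehydrogenase subunit, differed by 1.99 (adjusted p = 4.16e-05). ZRT1, the high-affinity zinc transporter, differed by -2.55 (adjusted p = 2.72e-06). CWP1, a cell wall mannoprotein, differed by 2.58 (adjusted p = 3.28e-04). HXT5, a hexose transporter, differed by 2.41 (adjusted p = 5.52e-05). Ty open reading frames had a median difference of 1.11, and 12 of 13 were higher at 0.95 (camera adjusted p = 1.04e-08, and adjusted p = 0.0344 with an estimated correlation). These 13 are not all separate loci, since YGR109W-A lies within YGR109W-B. PHO84, the high-affinity phosphate transporter, which the paper lists only in its supplements, differed by -2.36 from wild-type at 0.95 (adjusted p = 1.72e-06).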

How the results depend on the processing

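Leaving out gcn5-F221A 0.68 replicate 1 together with gcn5-F221A 0.32 replicate 3, limiting graded genes to those over 2-fold at 0.95, and leaving out the 2-fold limit in the null strain were chosen after seeing the data.

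The counts for gcn5 null against wild-type, with and without the 2-fold limit, stayed within 1.5 times under every alternative run, from 1681 to 3300 and from 244 to 299. Without single arrays, the counts ranged from 38 to 148 for 0.32, 72 to 1451 for 0.68, 379 to 947 for 0.95, 425 to 1290 for graded genes, 51 to 135 for graded genes also changed over 2-fold in the null strain, 128 to 220 for non-catalytically associated genes, 93 to 200 for false negatives, 15 to 64 for opposite genes, 33 to 115 for low thresholds and 29 to 255 for high thresholds, and the share of graded genes that rose from 50.0% to 56.0%. The lowest graded count was without wild-type replicate 1 and the highest without gcn5-F221A 0.68 replicate 1. The cause was not tested for any change of count below, except where fewer arrays or a stricter or looser rule make it.

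With array weights, 176 genes were called at 0.32, 1209 at 0.68, 2235 at 0.95 and 2133 as graded, with 170 also over 2-fold in the null strain, 82 non-catalytically associated, 385 false negative, 172 opposite, 147 low threshold and 604 high threshold, and 49.8% of the graded genes rose. With only the arrays of the strains compared, the counts were 6 at 0.32, 4 at 0.68, 560 graded, 93 false negative, 6 low threshold and 5 high threshold. With unadjusted p they were 616 at 0.32, 1600 at 0.68, 1455 at 0.95, 1682 graded, 285 false negative, 106 opposite, 360 low threshold and 615 high threshold. Strictly monotonic group means gave 331 graded, 32 shared with the null strain, 64 false negative, 10 opposite, 11 low threshold and 45 high threshold genes, and with unadjusted p 495, 36, 90, 13, 11 and 45. The moderated F gave 102 opposite genes and a share of 48.2% that rose. The share was 48.1% after median centring and 46.1% after quantile normalization. With all probe sets tested there were 60 high threshold genes.

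With the replicate block the counts were 2098 for the null strain, 266 over 2-fold, 73 at 0.32, 505 at 0.68, 560 at 0.95, 718 graded, 85 shared with the null strain, 176 non-catalytically associated, 127 false negative, 37 opposite, 62 low threshold and 49 high threshold. The share that rose was 54.9%, and camera called 12 and 11 lists.

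Without the 2 arrays named at the top, 1701 genes were called at 0.68, 1202 at 0.95, 1475 as graded, 85 as opposite and 171 as high threshold. With the limit of 2-fold at 0.95, 76 graded genes remained by construction and 72.4% of them rose. Without the 2-fold limit in the null strain, 555 graded genes in place of 96 were called there in the same direction. Of the list tests, camera with an estimated correlation called 1 list in the null strain and 0 for the slope, and fry called 19 in the null strain. Over the named genes and all alternatives, 9121 values kept their side of the threshold, 175 passed it only under the alternative, 452 no longer passed and 0 reversed. For the lists these were 164, 10, 26 and 0. Most named genes were chosen because they passed the test here with large changes. Their counts therefore do not show how stable the calls are over all genes. Signals near that of the S. pombe probe sets limit 223 genes, and 5226 were left by the filter on dim genes.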

Differences from the paper's values

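Each alternative below, except those named as chosen after seeing the values, was set before the data were examined. The paper states a p-value under 0.05 and does not say in its text whether it was adjusted, and it defines graded genes by a monotonic change.

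The paper's count of graded genes is 288, against 853 here. The count is within 1.5 times of the paper's without wild-type replicate 1 (425) and with strictly monotonic group means (331), and not under the other 27 of 29 alternatives, which reach from 462 without wild-type replicate 2 to 2133 with array weights. The paper's count of genes both graded and changed in the null strain is 153, against 96 here. It is within 1.5 times with array weights (170), with unadjusted p (143) and without gcn5-F221A 0.68 replicate 1 (135), and not under the other 26. As a percent of the graded genes, the paper's value is 53, against 11.3 here, and 0 of 29 alternatives come within 1.5 times, with values from 7.3 to 13.6; without the 2-fold limit in the null strain, a setting chosen after seeing the values that drops 0 of the 96 genes, it is 65.1 and within 1.5 times, while the count is 555. The paper's count of false negatives is 36, against 153 here, and 0 of 29 alternatives come within 1.5 times, with values from 64 to 385. The paper's percent of graded genes that rose is 66, against 53.6 here. All 29 alternatives lie below the paper's value, from 46.1 after quantile normalization to 56.5 with strictly monotonic group means. Each is within 1.5 times of it, but for a percent that limit is too wide to tell 66 from an even split. In the subset over 2-fold at 0.95, chosen after seeing the values, the percent is 72.4. The paper's percent of opposite genes is 15, against 4.3 here. It is within 1.5 times with the moderated F (11.8), and not under the other 28, which start at 2.6.

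For genes, the paper calls TKL2 graded and a false negative. Its slope did not pass here (adjusted p = 0.0728), and it was called both with array weights, with unadjusted p, with strictly monotonic group means at unadjusted p, without gcn5-F221A 0.32 replicate 2 and without gcn5-F221A 0.68 replicate 1. The paper shows YMR090W as a false negative. Its slope had an adjusted p of 0.0506, and it was called after median centring, after quantile normalization, with a variance trend and robust fitting, with array weights, with unadjusted p, with strictly monotonic means at unadjusted p, and without gcn5-F221A 0.32 replicate 2, 0.32 replicate 3 or 0.68 replicate 1. The paper shows FRE1 as catalytically associated, and here it met the rule for non-catalytic genes and was graded under 0 alternatives. The paper names RRT5 among genes that need high levels of the mutant, and here it was graded without meeting the rule for a high threshold, with a signal at 0.95 below the S. pombe 95th percentile, and it met the rule with array weights, with unadjusted p and without gcn5-F221A 0.68 replicate 1. MGA1, MMS21, RRG1, RRT5, RTC3, SPO19 and YGR109W-A, which the paper shows as graded, had a slope past the test, and their strain means did not change strictly in one direction. In a supplement the paper describes IDH2 as down-regulated by the mutant on the arrays, and here it rose, by 0.72 at strength 0.95 (log2), the value that the paper's Table S1 also lists.

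In the paper's Table S1, 55 genes are marked opposite and 127 non-catalytically associated, which are not the counts that its text gives. The log2 values that this table lists at strength 0.95 and for the null strain for the genes the paper names lie within the error of the values here.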

Other observations

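Of the tests below, only the counts for single strengths over the 100 splits were added after the results were seen.

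In the null strain members of 6 further lists were called in both directions. There 4 of 22 nitrogen catabolite repressed genes rose and 10 fell (5 and 11 when adjusted over the list alone), and 2 of 24 iron and copper uptake genes rose and 10 fell (3 and 10 when adjusted over the list alone). Of thiamine-repressed genes, 7 of 15 measured rose and 4 fell (7 and 4 when adjusted over the list alone); 7 of 19 maltose and alternative carbon genes rose and 4 fell (7 and 4 when adjusted over the list alone). For sporulation, 7 of 35 meiosis and sporulation genes rose and 11 fell (7 and 11 when adjusted over the list alone), and 1 of 13 phospholipid genes rose and 5 fell (1 and 6 when adjusted over the list alone). Camera's adjusted p-values in the null strain, none under 0.05, were 0.0909, 0.0909, 0.322, 0.0792, 0.369 and 0.279 in that order. Of a-specific genes, 3 of 7 genes rose and 0 fell (4 and 0 when adjusted over the list alone), with a camera adjusted p of 0.186.

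For chromatin genes, camera called 0 of 3 lists. In the null strain 0 of 10 histone genes rose and 4 fell (0 and 4 when adjusted over the list alone), 1 of 18 SAGA subunit genes rose and 4 fell (1 and 4 when adjusted over the list alone) and 6 of 26 genes of other histone acetyltransferases and deacetylases rose and 9 fell (6 and 11 when adjusted over the list alone). ELP3, the Elongator acetyltransferase, had a log2 difference of -0.96 (adjusted p = 9.79e-05) in the null strain and -0.55 (adjusted p = 0.0128) at strength 0.95, and HOS2, a histone deacetylase, had 1.05 (adjusted p = 5.22e-04) in the null strain and 1.58 (adjusted p = 1.74e-04) at 0.95. Camera's adjusted p for the 3 lists was 0.0633, 0.376 and 0.369. HIS3, PHO5 and ALG9 had null differences of -0.03 (adjusted p = 0.937), 0.09 (adjusted p = 0.497) and 0.22 (adjusted p = 0.0576) by limma. These values do not test the paper's HIS3 and PHO5 results. Those came from cells grown with 3-aminotriazole and from a PHO5 promoter reporter in pho80 knockout strains.

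The wild-type, 0.32, 0.68, 0.95 and null arrays were split in other ways to ask whether chance can be excluded. For 6 arrays there are 10 splits, too few for a share under 0.05. As large a result was given by 1 of 10, the real split, for the null strain (2232 genes, highest other 0), the null strain over 2-fold (267, highest other 0), strength 0.32 (87, highest other 1), 0.68 (675, highest other 0), 0.95 (680, highest other 0) and non-catalytically associated genes (165, highest other 0). Each split was fitted with all 15 arrays. The last class is part of the genes over 2-fold in the null strain, so its value repeats theirs. The 100 splits below do not test it either (median of the other splits 181, highest other 339), since a split with few graded genes leaves nearly all genes over 2-fold in this class.

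Over 100 splits of the 12 wild-type and gcn5-F221A arrays, as many genes were found in 1 split, the real one, for graded genes (853, highest other 483), genes shared with the null strain (96, highest other 18), low thresholds (74, highest other 6) and high thresholds (94, highest other 1), and in 2 for false negatives (153, highest other 293) and opposite genes (37, highest other 54). For graded genes the share is under 0.05, which excludes a chance assignment of the 12 arrays at that level. It does not exclude differences between arrays that follow the strains for another reason. The other classes here are parts of the graded genes, and the median of the other splits was 0 for each and for graded genes. Their shares therefore repeat the result for graded genes and exclude nothing further. In the same splits as many were found in 1 for strength 0.68 (675, highest other 520) and 0.95 (680, highest other 375) and in 5 for 0.32 (87, highest other 599), so these splits do not exclude chance at 0.32. In the split with 599 genes, gcn5-F221A 0.68 replicates 2 and 3 and 0.95 replicate 3 stood for wild-type. There, wild-type replicate 1, 0.32 replicate 3 and 0.95 replicate 1 stood for 0.32. That split partly follows promoter strength, so the strains may give part of its count, and what gives it was not tested. In the split with 483 graded genes, wild-type replicates 1 and 2 stood for strength 0.95 and the arrays at 0.95 stood for wild-type or 0.32, so that its order runs largely opposite to the real one.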
